# Inhibition of fatty acid oxidation enables heart regeneration in adult mice

**DOI:** 10.1038/s41586-023-06585-5

**Published:** 2023-09-27

**Authors:** Xiang Li, Fan Wu, Stefan Günther, Mario Looso, Carsten Kuenne, Ting Zhang, Marion Wiesnet, Stephan Klatt, Sven Zukunft, Ingrid Fleming, Gernot Poschet, Astrid Wietelmann, Ann Atzberger, Michael Potente, Xuejun Yuan, Thomas Braun

**Keywords:** Histone post-translational modifications, Cardiac regeneration

## Abstract

Postnatal maturation of cardiomyocytes is characterized by a metabolic switch from glycolysis to fatty acid oxidation, chromatin reconfiguration and exit from the cell cycle, instating a barrier for adult heart regeneration^1,2^. Here, to explore whether metabolic reprogramming can overcome this barrier and enable heart regeneration, we abrogate fatty acid oxidation in cardiomyocytes by inactivation of *Cpt1b*. We find that disablement of fatty acid oxidation in cardiomyocytes improves resistance to hypoxia and stimulates cardiomyocyte proliferation, allowing heart regeneration after ischaemia–reperfusion injury. Metabolic studies reveal profound changes in energy metabolism and accumulation of α-ketoglutarate in *Cpt1b*-mutant cardiomyocytes, leading to activation of the α-ketoglutarate-dependent lysine demethylase KDM5 (ref. ^3^). Activated KDM5 demethylates broad H3K4me3 domains in genes that drive cardiomyocyte maturation, lowering their transcription levels and shifting cardiomyocytes into a less mature state, thereby promoting proliferation. We conclude that metabolic maturation shapes the epigenetic landscape of cardiomyocytes, creating a roadblock for further cell divisions. Reversal of this process allows repair of damaged hearts.

## Abstract (web summary)

Inhibition of the fatty acid oxidation metabolic pathway through inactivation of *Cpt1b* enhances cardiomyocyte survival and proliferation and allows heart regeneration in adult mice.

## Main

Shortly after birth, energy metabolism in cardiomyocytes (CMs) shifts from glycolytic to oxidative metabolism, resulting in major rearrangements in mitochondrial homoeostasis, cellular architecture and electrophysiological properties, among others^1^. Most CMs terminally withdraw from the cell cycle during the early postnatal period as part of the maturation program and undergo hypertrophic growth together with changes in cell–cell and cell–extracellular matrix interactions^2^. Postnatal maturation of CMs together with oxidative DNA damage, due to high metabolic activity, creates a natural barrier against CM cell division^4–6^.

Metabolic and structural maturation of CMs are tightly intertwined. Reversal of either of the two processes may re-establish some proliferative capacity in CMs^7^. Enforcement of anaerobic metabolism by expression of pyruvate kinase isoenzyme 2 (*Pkm2*) mRNA, deletion of pyruvate dehydrogenase 4 (*Pdk4*) and inhibition of succinate dehydrogenase by malonate treatment promote CM cell proliferation^4,8–11^. However, the mechanisms linking metabolic rewiring with transcriptional and structural alterations, limiting proliferation of adult CMs, are not well understood.

Changes in the concentration of different metabolites, which serve as essential cofactors or substrates for various chromatin modifiers, potentially couple metabolic processes to the chromatin landscape and gene activity. α-ketoglutarate (αKG), a central intermediate of the Krebs cycle, is such a metabolite and is required for the activity of several dioxygenases, including JmjC-domain-containing histone lysine demethylases (KDMs)^12^. αKG-dependent KDMs play pivotal roles in cardiac development, maturation of CMs and heart function by regulating levels of H3K4me3 and H3K9me3 histone modifications^13^. H3K4me3 is a classical marker of active promoters, and numerous cell identity genes in different tissues and organs, including the heart, are characterized by broad domains of H3K4me3. Such domains can extend for more than 40 kilobases and often correlate with high levels of gene expression and increased transcription elongation^14–17^. By contrast, narrow domains of H3K4me3 are usually found in promoters of typical housekeeping genes^14,18^. Although αKG is well known as a central metabolic fuel and for its function in numerous signalling pathways^19,20^, information about the role of αKG in chromatin reconfiguration is scarce^21^ and a potential role of αKG in promoting heart regeneration has not been investigated so far.

## Hyperplasia in *Cpt1b*-deficient hearts

Analysis of RNA-sequencing (RNA-seq) datasets revealed reduced expression levels of several key genes of glycolysis and cell cycle progression in the course of CM maturation during the first week after birth, whereas genes related to fatty acid oxidation (FAO) and the Krebs cycle were upregulated (Extended Data Fig. 1a). FAO-related genes that were upregulated included the muscle-specific isoform of carnitine palmitoyltransferase *Cpt1b* but not the ubiquitously expressed *Cpt1a* isoform, which are required for mitochondrial uptake of fatty acids and subsequent FAO (Extended Data Fig. 1b). This observation is in line with previous studies reporting developmental changes in the use of cardiac energy substrates and a correlation between increased FAO and cell cycle withdrawal during CM maturation^22,23^. To explore a potential role of FAO in CM maturation and termination of proliferation, we inhibited the activity of CPT1 in CMs from neonatal mice at postnatal days 0–1 (P0–1) by treatment with etomoxir. Etomoxir treatment resulted in enhanced incorporation of 5-ethynyl-2′-deoxyuridine (EdU), increased numbers of Ki67- and pH3(Ser10)-positive cells, elevated protein levels of cyclin E1 and strong re-expression of *Nppa*, *Nppb* and *Acta1*, markers that are highly expressed at embryonic and fetal stages but are downregulated after birth^24^ (Extended Data Fig. 1c–f).

To determine the role of FAO for regulation of CM proliferation and growth in vivo, we generated *αMHC-Cre*^*pos/+*^;*Cpt1b*^*fl/fl*^ mice (hereafter referred to as *Cpt1b*^*cKO*^), in which the *Cpt1b* gene is specifically inactivated in CMs at embryonic stages. Inactivation of the *Cpt1b* gene was efficient without a compensatory increase in the level of *Cpt1a* expression (Fig. 1a and Extended Data Fig. 1g,h). Body weight (BW), heart weight (HW), HW/BW ratios and morphology of *Cpt1b*^*cKO*^ hearts were not changed compared to those of *αMHC-Cre*^*pos/+*^;*Cpt1b*^*+/+*^ control mice (hereafter referred to as *Ctrl*^*Cre*^) at P7 (Extended Data Fig. 1i,j). However, heart size, HW and HW/BW ratios but not BW increased in 10-week-old *Cpt1b*^*cKO*^ mice owing to concentric growth of the myocardium (Fig. 1b and Extended Data Fig. 1k–o). Notably, we observed a doubling of the absolute numbers of CMs in *Cpt1b*^*cKO*^ hearts, which was accompanied by markedly higher numbers of PCM1^+^EdU^+^ CMs and of Ki67^+^, pH3^+^ and aurora B^+^ CMs in *Cpt1b*-mutant hearts at 10 weeks of age (Fig. 1c–g and Extended Data Fig. 2a–e). In addition, we noted a relatively modest increase of CM surface area in *Cpt1b*^*cKO*^ mice, suggesting combined hyperplastic and hypertrophic growth of the myocardium.

**Fig. 1:**
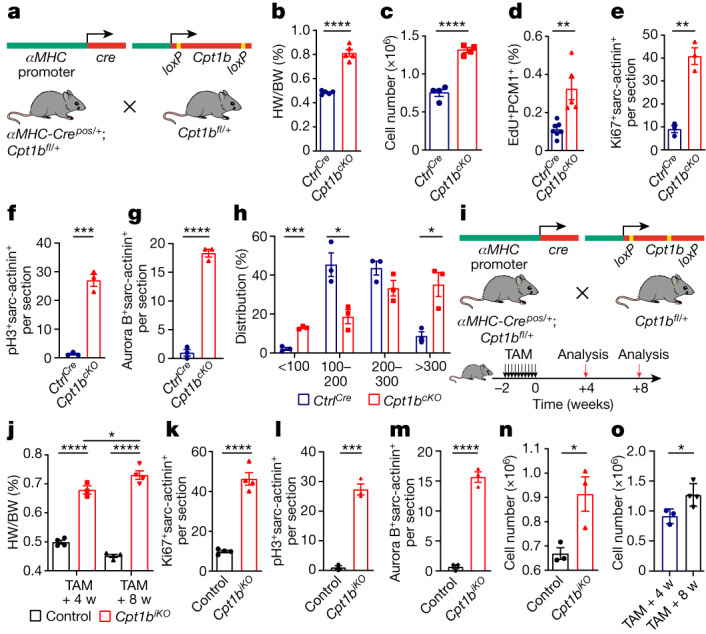
Inactivation of *Cpt1b* induces hyperplastic and hypertrophic growth of CMs. **a**, Generation of *Cpt1b*^*cKO*^ mice. **b**, HW/BW ratio of 10-week-old *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice (*n* = 5 per genotype). **c**, Quantification of CMs in adult *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ hearts (*n* = 4 per genotype). **d**, EdU incorporation in PCM1^+^ cardiac nuclei from *Ctrl*^*Cre*^ hearts (*n* = 7) and *Cpt1b*^*cKO*^ hearts (*n* = 5) by FACS analysis. **e**–**g**, Quantification of Ki67^+^ (**e**), pH3^+^ (**f**), aurora B^+^ (**g**) and sarcomeric (sarc)-actinin^+^ CMs on heart sections from *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice (*n *= 3 per genotype). **h**, Distribution of CM cross-section area (µm^2^) in *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice (*n* = 3 each). **i**, Strategy to generate *Cpt1b*^*iKO*^ mice and experimental outline. **j**, HW/BW ratio of control and *Cpt1b*^*iKO*^ mice, 4 and 8 weeks (w) after TAM injection (control, 4 and 8 weeks after TAM, and *Cpt1b*^*iKO*^, 8 weeks after TAM, *n* = 4 per group; *Cpt1b*^*iKO*^, 4 weeks after TAM, *n* = 3). **k**–**m**, Quantification of Ki67^+^ (**k**), pH3^+^ (**l**), aurora B^+^ (**m**) and sarc-actinin^+^ CMs on heart sections from control and *Cpt1b*^*iKO*^ mice (*n* = 4 for **k**; *n* = 3 for **l**,**m**), 4 weeks after completion of TAM treatment. **n**, Quantification of CMs in control and *Cpt1b*^*iKO*^ hearts 4 weeks after TAM injection (*n* = 3 each). **o**, Quantification of CMs in *Cpt1b*^*iKO*^ hearts 4 weeks (*n* = 3) and 8 weeks (*n* = 4) after TAM injection. Error bars represent mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student *t*-tests were used for statistical analysis of data in **b**–**h**,**k**–**o**. One-way analysis of variance (ANOVA) with Tukey tests was used for correction of multiple comparisons in **j**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

A more detailed morphometric evaluation revealed a marked increase of the CM population with the smallest cell size (<100 μm^2^), suggesting formation of new CMs in response to *Cpt1b* inactivation. The percentage of medium-sized CMs (100–300 μm^2^) decreased, whereas the number of larger CMs (>300 μm^2^) increased significantly, reflecting the overall increase of CM surface area (Fig. 1h). The relatively modest increase of CM surface area, in contrast to the massive increase in CM numbers in *Cpt1b*^*cKO*^ hearts, suggests that the increased heart size is mainly caused by hyperplastic growth. Of note, no signs of pathological cardiac hypertrophy such as myocardial fibrosis or cardiac dysfunction were evident in *Cpt1b*^*cKO*^ mice (Extended Data Fig. 2f–h). The data indicate that loss of *Cpt1b* stimulates proliferation of CMs, which is normally terminated in neonatal mouse hearts during the first week after birth.

## *Cpt1b*-deficient CMs are less mature

To examine whether inactivation of *Cpt1b* in fully differentiated adult CMs causes them to exit the post-mitotic state, we generated tamoxifen (TAM)-inducible *αMHC-MerCreMer*^*pos/+*^;*Cpt1b*^*fl/fl*^ mice (hereafter referred to as *Cpt1b*^*iKO*^; Fig. 1i and Extended Data Fig. 2i). As for *Cpt1b*^*cKO*^ mice, the HW and HW/BW ratios but not the BW of *Cpt1b*^*iKO*^ mice increased markedly compared to those of *αMHC-MerCreMer*^*pos/+*^;*Cpt1b*^*+/+*^ control mice 4 and 8 weeks after TAM injections (Fig. 1j and Extended Data Fig. 2j). Likewise, we did not observe fibrosis or impaired cardiac function, although *Cpt1b*^*iKO*^ mice hearts showed a pronounced cardiomegaly and an increase of CM surface area (Extended Data Fig. 2k–o). Notably, the number of Ki67^+^, pH3^+^ and aurora B^+^ CMs and the total number of CMs per heart were markedly elevated 4 weeks after TAM injection (Fig. 1k–n and Extended Data Fig. 2p–r). We also detected a further increase in the absolute number of CMs per heart and in HW at 8 weeks compared to 4 weeks after TAM administration, indicating that induction of CM proliferation by inactivation of *Cpt1b* is a lasting and continuous process (Fig. 1o and Extended Data Fig. 2j).

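RNA from CMs of 3 *Ctrl* Cre control mice and 3 *Cpt1b* cKO mice, aged 8 to 12 weeks according to the sample labels, was sequenced by RNA-seq. *Cpt1b* iKO samples were not analysed here. The deposited table lists 16448 genes with 1 value per sample. These values are the read counts of the authors divided by a factor for each sample and rounded to whole numbers, so they are normalized counts and not raw counts. They summed to 16243545, 14907381 and 13665354 in *Ctrl* Cre samples 1, 2 and 3 and to 13393411, 19833236 and 31722217 in *Cpt1b* cKO samples 1, 2 and 3. The mitochondrial rRNA gene *mt-Rnr2* alone made up 64.6%, 64.4% and 63.2% of the sum in the *Ctrl* Cre samples and 61.8%, 72.6% and 80.8% in the *Cpt1b* cKO samples. Without mitochondrial-encoded and rRNA genes, the sums lay between 3146414 and 3551692. The spacing of the low values gave estimates of about 14900000 to 24500000 reads counted on genes in the 4 samples in which the worth of a single read could be resolved, and the precision of low values in the other 2 samples is not known. Expression was compared on the log2(value + 1) scale with limma's moderated test in 11364 genes that had a value of at least 10 in at least 3 samples. Fold changes on this scale understate the change of genes with low values. The targeted gene *Cpt1b* (ENSMUSG00000078937, minus strand of chromosome 15 from 89416405 to 89425863, GRCm38) had 1861, 893 and 1443 normalized counts in the *Ctrl* Cre samples and 211, 353 and 285 in the *Cpt1b* cKO samples. Its log2 fold change was −2.27 (standard error 0.267, adjusted *P* = 0.00338 from limma with Benjamini–Hochberg adjustment). In total, 1578 genes had an unadjusted *P* value below 0.05, of which 757 were higher and 821 lower in *Cpt1b* cKO CMs. After adjustment for all genes tested, 178 genes were left, 75 higher and 103 lower. The groups did not overlap in 2129 genes (18.7%), where chance gives 10%. An exact permutation test of a single gene cannot go below *P* = 0.10 with 3 samples against 3. Same-numbered samples of the groups deviated from their group means together, with a mean Pearson's *r* of 0.233 across genes, although genes are not independent replicates. For samples with different numbers it was −0.113. Deviations from a group mean cancel out within the group, so this second value largely follows from the first and is not a separate baseline. *Xist* and Y-linked genes marked sample 1 of each group as female and the others as male. The female pair had the highest *r* (0.376), followed by pair 2 (0.255), whereas pair 3 (0.0684) was below samples 2 and 3 of opposite groups (0.147 and 0.119), so pairing beyond sex is little supported. With the replicate number as a block in the model, 2362 genes had an unadjusted and 603 an adjusted *P* value below 0.05, and the adjusted *P* value of *Cpt1b* was 0.00135. Scaling to the total without mitochondrial-encoded and rRNA genes gave 1216 higher and 496 lower genes at an unadjusted *P* value below 0.05, and shifted the median log2 fold change of all genes to 0.11. Among genes with a mean of at least 50, an adjusted *P* value below 0.05 and no overlap between the groups, *Cpt1b* left aside, the largest log2 increases were those of *Acta1* (3.51), *Cpxm2* (2.72), *Tecpr1* (2.67), *Gnb3* (2.64) and *Tmem116* (2.51). The largest decreases were those of *3632451O06Rik* (−3.96), *Cenpf* (−3.53), *F830016B08Rik* (−3.04), *Gpr22* (−2.70) and *Chrm2* (−2.34). With the replicate block, the adjusted *P* values of these 10 genes lay between 2.36e-05 and 0.00235. Reads on several genes or regions had been excluded by the authors, and the paper's text does not name whether the counting used strand. Apart from *Tecpr1* and *Gnb3*, each of these genes overlaps an annotated gene on the opposite strand, which for *Cpxm2*, *Tmem116*, *Gpr22* and *Chrm2* is itself listed in the table, and near-identical genes such as the actins share sequence, so their counts are less certain.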

We next carried out RNA-seq analysis of CMs isolated from control, *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ mice and identified 1,513 and 1,432 differentially expressed genes (*P* value < 0.05) in *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ hearts, respectively. 

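In place of GO terms, a list of 60 genes of fatty acid and lipid metabolism that had been written in advance was tested in the CMs of the *Ctrl* Cre and *Cpt1b* cKO mice. Of the 57 genes that passed the filter, 43 were higher and 14 lower in *Cpt1b* cKO CMs, with a median log2 fold change of 0.16. An unadjusted *P* value below 0.05 was reached by 8 genes, all higher, and an adjusted one by 0 genes. The list as a whole was shifted upwards relative to all other genes (limma's camera test, adjusted *P* = 0.00188 over 6 lists), and also with the replicate block (adjusted *P* = 0.000164). The mean log2 difference of the list from the control mean ranged from −0.25 to 0.21 in the 3 *Ctrl* Cre samples and was 0.49, 0.30 and −0.042 in *Cpt1b* cKO samples 1, 2 and 3, so the groups overlapped. Compared within same-numbered pairs, after these results had been seen, the list was higher by 0.28, 0.27 and 0.20 in *Cpt1b* cKO samples 1, 2 and 3. In fits without the block that left out a mouse, the median ranged up to 0.27, and 2 of the 6 fits lost the call. Without *Cpt1b* cKO replicate 1 the median was 0.032 (adjusted *P* = 0.249 in limma's camera), and without *Ctrl* Cre replicate 3 it was 0.070 (adjusted *P* = 0.121 in limma's camera). Limma's rotation test fry, which asks whether the list changed at all and not whether it changed more than other genes, gave an adjusted *P* value of 0.285, and 0.0501 with the replicate block. *Pdk4* had 3696 ± 2024 normalized counts (SD, *n* = 3) in *Ctrl* Cre and 11979 ± 8547 (SD, *n* = 3) in *Cpt1b* cKO CMs, a log2 fold change of 1.64 (standard error 0.513, adjusted *P* = 0.179 in limma, and 0.000435 with the replicate block), and the groups overlapped. *Cpt1a*, the isoform that was left intact, had a log2 fold change of 0.27 (standard error 0.188, adjusted *P* = 0.566 in limma, and 0.311 with the replicate block).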

Gene Ontology (GO) term enrichment analysis recognized several upregulated genes associated with fatty acid and lipid metabolic processes in both mutant mouse lines, most likely reflecting an attempt to compensate for abrogation of FAO^4,5^. In both mutant mouse lines, we also detected strong upregulation of genes associated with cell cycle progression and reduced expression levels of genes involved in maturation and contraction, concomitant with upregulation of dedifferentiation markers (Extended Data Fig. 3a–c). 

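The cell cycle list, which had also been written in advance, held 60 genes, of which only 22 passed the filter on low values in these CMs. Of these, 18 were higher and 4 lower in *Cpt1b* cKO CMs, with a median log2 fold change of 0.37 (adjusted *P* = 0.00333 in limma's camera, and 0.00388 with the replicate block), and fry gave an adjusted *P* value of 0.0953, and 0.148 with the block. The median depended on the filter. It was 0.60 without a filter (46 higher, 9 lower, adjusted *P* = 0.000288 in limma's camera). With a value of at least 10 in every sample it was 0.18 (14 higher, 4 lower, adjusted *P* = 0.0321). The mean log2 difference of the list from the control mean was 0.10, 0.70 and 0.24 in *Cpt1b* cKO samples 1, 2 and 3, against −0.13 to 0.082 in the *Ctrl* Cre samples. Without *Cpt1b* cKO replicate 2 the median fell to 0.20 (adjusted *P* = 0.0473 in limma's camera). Only 3 of the 22 genes reached an adjusted *P* value below 0.05 and are named here for that reason, after their values had been seen. *Ccnd1* had 71, 91 and 129 normalized counts in the *Ctrl* Cre and 220, 217 and 204 in the *Cpt1b* cKO samples, a log2 fold change of 1.17 (adjusted *P* = 0.0283 in limma, and 0.00785 with the block). *Mcm2* had a log2 fold change of 1.27 (adjusted *P* = 0.0340 in limma, and 0.0133 with the block). *Cenpf* changed in the other direction, from 1045, 519 and 593 to 42, 85 and 56 normalized counts (adjusted *P* = 0.000527 in limma, and 0.000365 with the block). The calls of *Ccnd1* and *Mcm2* were lost in most fits that left out a single mouse, with adjusted *P* values up to 0.153 and 0.173. Of 40 listed genes of calcium handling and conduction, 39 were tested, and 33 of them were lower in *Cpt1b* cKO CMs. Their median log2 fold change was −0.47 (adjusted *P* = 1.22e-09 in limma's camera, and 6.17e-10 with the replicate block), and 22 were lower and 2 higher with an unadjusted *P* value below 0.05. *Scn4b*, named after its values had been seen, was higher with a log2 fold change of 2.33. Its adjusted *P* value (0.00585 in limma) was the lowest of the list. The means of this list in the 3 *Cpt1b* cKO samples lay between −0.50 and −0.27, below all *Ctrl* Cre samples, and fry gave adjusted *P* values of 0.00675 without and 0.0501 with the block. Of 13 listed dedifferentiation markers, 9 were tested. They included *Nppa*, with 138 ± 42.3 normalized counts in *Ctrl* Cre and 506 ± 157 in *Cpt1b* cKO CMs (SD, *n* = 3 each), and *Acta1*, with 921 ± 222 and 10820 ± 4118 (SD, *n* = 3 each). The log2 fold change of *Nppa* was 1.87 (adjusted *P* = 0.00917 in limma, and 0.000475 with the block). The adjusted *P* value of *Acta1* was 0.000221 in limma, and 2.44e-05 with the block. *Acta2*, named after its values had been seen, changed in the other direction, from 526, 244 and 391 to 230, 134 and 132 normalized counts, a log2 fold change of −1.20 (adjusted *P* = 0.0835 in limma, and 0.00247 with the block). Of the 9 markers, 7 were higher and 2 lower, with a median log2 fold change of 0.66 (adjusted *P* = 0.00167 in limma's camera, and 0.000905 with the block), and fry gave an adjusted *P* value of 0.0645, and 0.0830 with the block. In fits that left out a mouse, the median ranged from 0.27, without *Ctrl* Cre replicate 2, to 0.81. The adjusted *P* values in limma's camera were then at most 0.0162.

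**Figure D1:**
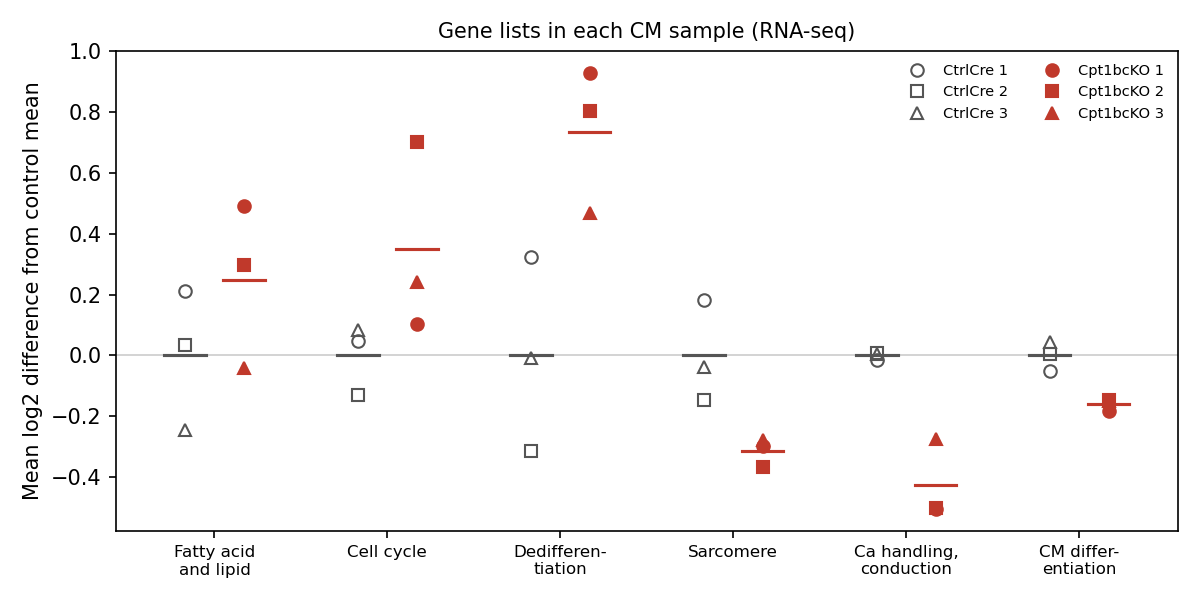
Mean log2 difference of each gene list from the mean of the 3 *Ctrl* Cre samples (vertical axis, log2 units) in each CM sample. Open grey symbols are *Ctrl* Cre and filled red symbols *Cpt1b* cKO samples, symbol shape gives the replicate number, and horizontal bars are group means. The groups are apart for every list except the fatty acid and lipid genes, and the cell cycle value of 0.70 belongs to *Cpt1b* cKO sample 2.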

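Genes of CM differentiation and of the sarcomere were tested as separate lists of 40 genes each. Of 38 tested differentiation genes, 27 were lower and 11 higher in *Cpt1b* cKO CMs, with a median log2 fold change of −0.18 (adjusted *P* = 0.00167 in limma's camera, and 0.00201 with the replicate block). The means of this list lay between −0.18 and −0.15 in the *Cpt1b* cKO samples and between −0.051 and 0.046 in the *Ctrl* Cre samples, so the groups did not overlap, but only 1 gene of the list had an adjusted *P* value below 0.05. With scaling to the total without mitochondrial-encoded and rRNA genes, the median of this list was −0.064 (adjusted *P* = 0.00401 in limma's camera). With that scaling, 24 of its genes were lower and 14 higher. All 40 sarcomere genes were tested, and 32 were lower and 8 higher, with a median log2 fold change of −0.28 (adjusted *P* = 3.89e-06 in limma's camera, and 1.33e-07 with the replicate block). An unadjusted *P* value below 0.05 was reached by 12 lower genes and 1 higher gene, and an adjusted one by 2 genes. The means were −0.30, −0.37 and −0.28 in *Cpt1b* cKO samples 1, 2 and 3 and ranged from −0.15 to 0.18 in the *Ctrl* Cre samples. In fits that left out a mouse, the median of the sarcomere list ranged from −0.37 to −0.17, the latter without *Ctrl* Cre replicate 1. It was −0.17 with scaling to the total without mitochondrial-encoded and rRNA genes. The adjusted *P* values in limma's camera were at most 0.000343 in these fits. In fry, the adjusted *P* value of the sarcomere list was 0.0645 and that of the differentiation list 0.000369, and 0.0811 and 0.000767 with the block. *Tnni3*, which encodes cardiac troponin I, had 16964 ± 5407 normalized counts (SD, *n* = 3) in *Ctrl* Cre and 8571 ± 3000 (SD, *n* = 3) in *Cpt1b* cKO CMs. The groups did not overlap, and the adjusted *P* value was 0.136 in limma and 0.00104 with the replicate block.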

Downregulated genes were mainly involved in cardiac muscle cell differentiation, heart development and sarcomere organization, suggesting a less mature state of *Cpt1b*-deficient CMs (Extended Data Fig. 3a–c). This notion was further confirmed by electron microscopy analysis and quantification of sarcomere density through immunofluorescence staining, uncovering reduced density of sarcomeres and irregular positioning of mitochondria, respectively (Extended Data Fig. 3d,e). The reduction of sarcomere density was particularly evident in the centre of CMs, close to the nuclei (Extended Data Fig. 3e). In addition, analysis by quantitative PCR (qPCR) with reverse transcription demonstrated reduced expression levels of mature CM-specific genes involved in Ca^2+^ signalling, glucose transport (*Slc2a4*) and lactate production (*Ldha*), but increased expression levels of dedifferentiation markers (*Nppa* and *Acta1*; Extended Data Fig. 3f). Integrative analysis of RNA-seq datasets from *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ CMs disclosed 172 and 299 genes that were jointly upregulated or downregulated in both mutant strains (Extended Data Fig. 3g). Genes involved in heart development and cell differentiation dominated in the group of downregulated genes (Extended Data Fig. 3h).

Of note, we observed activation of the anti-apoptotic HIF1A signalling pathway indicated by increased expression levels of *Hif1α* and its target gene *Bcl2*. 

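*Hif1a* (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530, GRCm38) had 1014, 912 and 704 normalized counts in *Ctrl* Cre CMs and 1784, 1211 and 1084 in *Cpt1b* cKO CMs. The log2 fold change was 0.62 (standard error 0.207), with an unadjusted *P* value of 0.0136 in limma's test and an adjusted one of 0.208. With each mouse left out in turn it lay between 0.40 and 0.76, with adjusted *P* values of 0.169 to 0.481 in limma. With the replicate number as a block, the adjusted *P* value was 0.0125. Every *Cpt1b* cKO sample was above every *Ctrl* Cre sample. *Bcl2* (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) rose from 34, 70 and 56 to 250, 378 and 243 normalized counts. Its log2 fold change was 2.45 (standard error 0.280, adjusted *P* = 0.00338 in limma, and 0.00021 with the replicate block), and it stayed between 2.16 and 2.68 with each mouse left out in turn. *Hif1a* and *Bcl2* each overlap an annotated antisense gene, whose mean values were 44.2 and 3.33. From the increased levels of *Hif1a* and its target *Bcl2*, the paper concludes that the HIF1A signalling pathway was activated. It also reports lower *Egln3*, which it names a suppressor of HIF1A. Lower *Bnip3* and *Bcl2l11* are set by the paper beside the absence of TUNEL+ CMs. RNA levels of these genes alone do not measure the activity of the pathway.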

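*Egln3* (ENSMUSG00000035105, chromosome 12 from 54178981 to 54203860) had 203, 256 and 178 normalized counts in *Ctrl* Cre and 161, 131 and 104 in *Cpt1b* cKO CMs, a log2 fold change of −0.69 (standard error 0.213, adjusted *P* = 0.173 in limma, and 0.0412 with the replicate block). *Bnip3* (ENSMUSG00000078566, chromosome 7 from 138890836 to 138909506) fell from 271 ± 79.6 to 144 ± 75.4 normalized counts (SD, *n* = 3 each), with overlapping groups. Its log2 fold change of −0.99 (standard error 0.324) had an adjusted *P* value of 0.200 in limma, and of 0.00737 with the replicate block. *Bcl2l11* (ENSMUSG00000027381, chromosome 2 from 128126038 to 128162547) had 64, 90 and 63 normalized counts in *Ctrl* Cre and 33, 26 and 19 in *Cpt1b* cKO CMs, a log2 fold change of −1.46 (standard error 0.282, adjusted *P* = 0.0327 in limma, and 0.0116 with the replicate block). Its call was lost in 5 of the 6 fits that each left out a single mouse, in which the log2 fold change lay between −1.64 and −1.26 and the adjusted *P* value in limma between 0.0178 and 0.154.

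**Figure D2:**
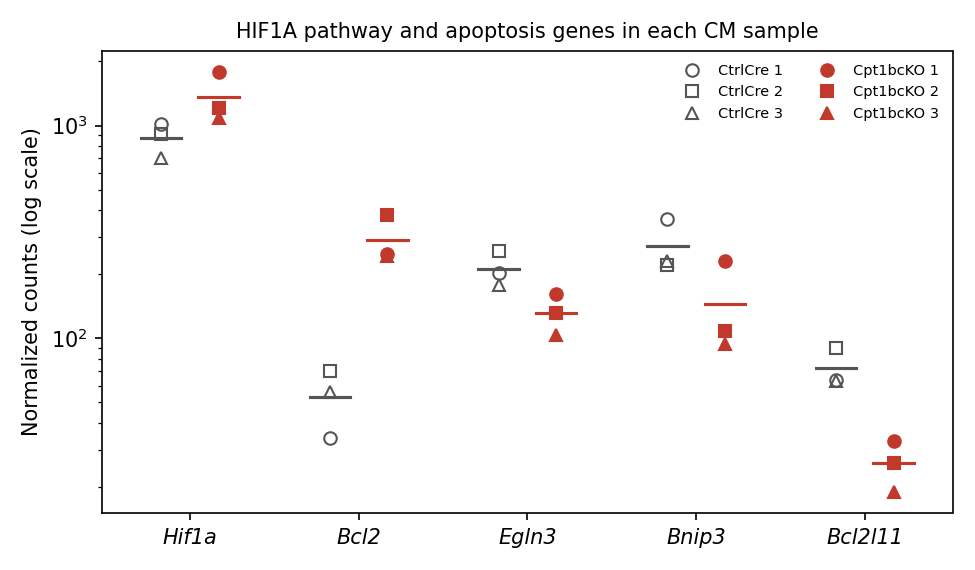
Normalized counts (vertical axis, log scale) of *Hif1a*, *Bcl2*, *Egln3*, *Bnip3* and *Bcl2l11* in each CM sample. Open grey symbols are *Ctrl* Cre and filled red symbols *Cpt1b* cKO samples, symbol shape gives the replicate number, and horizontal bars are group means. The groups are apart for each gene except *Bnip3*, where *Cpt1b* cKO sample 1 has 231 normalized counts and *Ctrl* Cre samples 2 and 3 have 220 and 231.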

*Egln3*, a suppressor of HIF1A, was downregulated, as were the pro-apoptotic genes *Bnip3* and *Bcl2l11*, which corresponds to the absence of TUNEL^+^ CMs in *Cpt1b*^*cKO*^ hearts (Extended Data Figs. 3c and 4a,b). Unexpectedly, we did not detect differences in the levels of reactive oxygen species between control and *Cpt1b*-knockout hearts, indicating that inhibition of FAO does not attenuate generation of reactive oxygen species (Extended Data Fig. 4c). However, the percentage of γH2A.X^+^ cardiac nuclei dropped markedly in *Cpt1b*-deficient hearts compared to control hearts, suggesting that inhibition of FAO reduces DNA damage irrespective of reactive oxygen species or stimulates DNA repair (Extended Data Fig. 4d). Taken together, the data indicate that inhibition of FAO initiates a cascade of events converting adult CMs into a more immature state that enables CM proliferation and to a lesser extent favours hypertrophy.

## FAO blockade enables heart regeneration

To investigate whether *Cpt1b* inactivation and the ensuing proliferation of CMs enables heart regeneration, we subjected *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ mice to ischaemia–reperfusion (I–R) injury, a model that closely mimics the situation in human patients receiving a stent for revascularization of an obstructed coronary artery. I–R-induced scars were virtually absent in *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ mice after 3 weeks compared to control animals, although the area at risk (AAR) was similar in both mutant hearts 24 h after I–R surgery (Fig. 2a–f, Extended Data Fig. 5a,b and Supplementary Information). The nearly complete prevention of scar formation was accompanied by the appearance of numerous small, round-shaped Ki67^+^ as well as aurora B^+^ CMs, specifically in the border zone of *Cpt1b*-deficient hearts, 72 h following I–R injury (Extended Data Fig. 5c), suggesting that the proliferative potential gained by abrogation of FAO allows preexisting CMs to re-enter the cell cycle and contribute to heart regeneration.

**Fig. 2:**
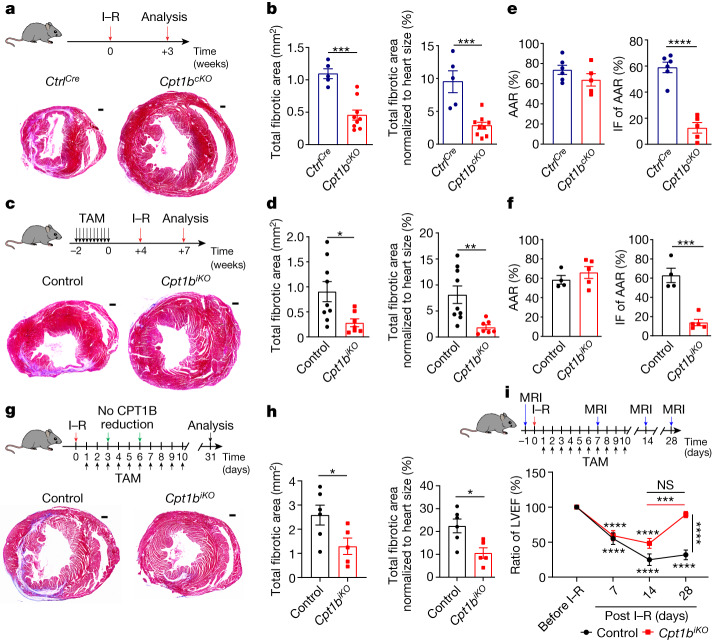
*Cpt1b*-mediated abrogation of FAO protects from I–R damage and enables heart regeneration. **a**–**d**, Trichrome staining (**a**,**c**) and quantification of fibrosis (scar area; **b**,**d**) on heart sections from *Ctrl*^*Cre*^ mice (*n* = 5) and *Cpt1b*^*cKO*^ mice (*n* = 9) (**a**,**b**), and control mice (*n* = 9) and *Cpt1b*^*iKO*^ mice (*n* = 7) (**c**,**d**), 3 weeks after I–R injury. I–R surgery was carried out using 7-week-old (**a**) or 14-week-old (**c**) mice, 4 weeks after completion of TAM treatment. Scale bars, 300 μm. **e**,**f**, AAR (left) and infarct area (IF) of AAR (right) in *Ctrl*^*Cre*^ mice (*n* = 6) and *Cpt1b*^*cKO*^ mice (*n* = 5) (**e**) and in control mice (*n* = 4) and *Cpt1b*^*iKO*^ mice (*n* = 5) (**f**) 24 h after I–R injury. **g**,**h**, Trichrome staining (**g**) and quantification (**h**) of fibrosis on heart sections from control mice (*n* = 6) and *Cpt1b*^*iKO*^ mice (*n* = 5), 31 days after I–R injury. The I–R injury was carried out 1 day before initiation of *Cpt1b* deletion. Scale bars, 300 μm. **i**, Magnetic resonance imaging-based assessment of heart function in control and *Cpt1b*^*iKO*^ mice before and 7, 14 and 28 days after I–R surgery (before and 7 days after I–R, *n* = 6 each; 14 days after I–R, *n* = 5 each; 28 days after I–R, control *n* = 4, *Cpt1b*^*iKO*^ *n* = 5). LVEF, left ventricle ejection fraction. Asterisks representing *P* values in **i** refer to differences between individual measurements and the measurement before I–R. Asterisks representing *P* values above lines refer to measurements connected by the lines. Error bars represent mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student *t*-tests were used for statistical analysis in **b**,**d**–**f**,**h**. Two-way ANOVA with Tukey tests was used for correction of multiple comparisons in **i**. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data

We detected a reduced infarct area within the AAR in both *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ hearts 24 h after I–R injury and better cardiac contraction in *Cpt1b*^*cKO*^ mice 48 h after I–R injury, suggesting that inhibition of FAO also confers protection against I–R damage (Fig. 2e,f and Extended Data Fig. 5d,e). In line with these findings, the rate of cell death was significantly reduced in *Cpt1b*-deficient CMs compared to control CMs, as measured by uptake of ethidium homodimer 1 after exposure to 1% O_2_ (Extended Data Fig. 5f,g). To determine the contribution of CM proliferation to heart regeneration after I–R damage and to exclude enhanced protection as the main cause of the absence of scar formation, we initiated *Cpt1b* deletion 1 day after applying the I–R injury. Initiation of *Cpt1b* deletion by injection of TAM did not reduce CPT1B protein levels at 3 and 6 days after I–R injury, corresponding to 2 and 5 days after the first TAM injection. CPT1B protein levels were significantly reduced only 11 days after I–R injury (corresponding to 10 days after the first TAM injection) excluding the possibility that cardioprotection can occur owing to the absence CPT1B (Extended Data Fig. 5h). Histological analysis revealed a strong reduction of the fibrotic scar area in *Cpt1b*^*iKO*^ animals compared to control animals. Notably, we also observed a major recovery of cardiac functions 4 weeks after I–R surgery, reaching nearly the same level as before the injury (Fig. 2g–i, Supplementary Information and Supplementary Video), which unequivocally demonstrates that *Cpt1b* inactivation facilitates cardiac regeneration. We conclude that both enhanced CM proliferation and cardioprotection contribute to reduced scar formation after coronary occlusion in mice deficient for FAO.

## *Cpt1b* loss increases αKG levels in CMs

Next we investigated how blockage of FAO reprograms the metabolism of CMs. Metabolic flux and Seahorse assays demonstrated that long-chain fatty acid utilization is efficiently inhibited in *Cpt1b*^*cKO*^ CMs without evident compensatory usage of CPT1-independent medium- or short-chain fatty acids (Fig. 3a and Extended Data Fig. 6a). Furthermore, targeted metabolome analysis revealed that levels of acyl-carnitines derived from medium-chain and long-chain fatty acids are strongly reduced in *Cpt1b*-deficient CMs, whereas intracellular levels of free carnitine were markedly elevated (Fig. 3b and Extended Data Fig. 6b,c). Unexpectedly, intracellular levels of acetyl-CoA and most metabolites of the Krebs cycle, such as citrate, succinate and malate, were not significantly altered, suggesting that CMs use different forms of energy production in the absence of FAO (Fig. 3c and Extended Data Fig. 6d). We assume that increased glucose oxidation compensates to some extent for the loss of FAO in *Cpt1b*-deficient CMs to generate acetyl-CoA, as the expression level of PDH1A but not that of its inhibitor PDK4 increases. Likewise, the expression levels of ACSS1 and ACSS2 that generate acetyl-CoA from acetate remained unchanged (Extended Data Fig. 6e).

**Fig. 3:**
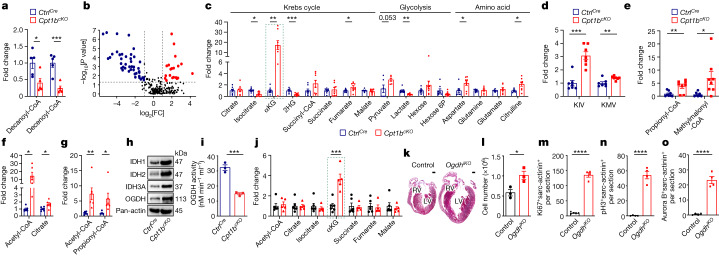
Impeded mitochondrial import of fatty acid rewires the metabolism of CMs and boosts αKG levels. **a**, Metabolic flux assay of *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ hearts perfused with [^13^C]palmitate (*n* = 5 each). **b**, Volcano plot showing different metabolites in *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ hearts (*n* = 8 each). Symbol colors indicate increased (red), decreased (blue) or unchanged (black) metabolites in *Cpt1b*^*cKO*^ CMs. Dashed horizontal line indicates the threshold of changed metabolites with a *P* value of < 0.05; dashed vertical lines indicate a fold change of >2 or <0.5.  **c**, Quantification of metabolites associated with the Krebs cycle and glycolysis, as well as amino acids, in *Cpt1b*^*cKO*^ hearts (pyruvate, *n* = 6 each; all other metabolites, *n* = 8 each). Dashed outline indicates the change in αKG. **d**,**e**, Quantification of BCAA catabolism-associated metabolites (*n* = 7 for **d**; *n* = 8 for **e**). KIV, α-ketoisovalerate; KMV, α-keto-β-methylvalerate. **f**,**g**, Metabolic flux assay of *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ hearts perfused with [^13^C]glucose (**f**) or [^13^C]isoleucine (**g**) (*n* = 6 each). **h**, Western blot analysis of enzymes involved in αKG generation and catabolism (*n* = 3 each). Pan-actin was used as a loading control. For gel source data, see Supplementary Information. **i**, Enzymatic activity of OGDH in CMs from adult *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice (*n* = 3 each). **j**, Comparison of Krebs cycle metabolites in CMs from control hearts (*n* = 6) and *Ogdh*^*iKO*^ hearts (*n* = 5). Dashed outline indicates the change in αKG **k**, Trichrome staining of heart sections from control and *Ogdh*^*iKO*^ mice, 3–4 weeks after termination of TAM treatment for *Ogdh* deletion. RV, right ventricle; LV, left ventricle. Scale bars, 500 μm. **l**, Quantification of CMs in adult control and *Ogdh*^*iKO*^ hearts (*n* = 3 each). **m**–**o**, Quantification of Ki67^+^ (**m**), pH3^+^ (**n**), aurora B^+^ (**o**) and sarc-actinin^+^ CMs on heart sections from control and *Ogdh*^*iKO*^ mice (**m**, control *n* = 5; *Ogdh*^*iKO*^ *n* = 4; **n** and **o**, *n* = 4 each). Error bar represents mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student *t*-tests were used for statistical analysis in **a**,**c**–**g**,**i**,**j**,**l**–**o**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

Another potential source of energy in *Cpt1b*-depleted CMs is amino acids. We detected a major enrichment of metabolites involved in amino acid turnover, including ammonia recycling and urea cycle (Extended Data Fig. 6f). The levels of several amino acids whose intermediates (for example, acetyl-CoA, succinyl-CoA and fumarate) replenish the Krebs cycle were increased as well (Fig. 3c and Extended Data Fig. 6g,h). Likewise, we found a marked elevation of the levels of metabolites from branched chain amino acid (BCAA) catabolism in *Cpt1b*-deficient hearts, including α-ketoisovalerate and α-keto-β-methylvalerate. The levels of propionyl-CoA and methylmalonyl-CoA, which serve as precursors for succinyl-CoA, were also increased (Fig. 3d,e). Thus, we reason that enhanced glucose oxidation and BCAA catabolism in *Cpt1b-*deficient CMs efficiently compensate for impaired metabolic flux of fatty acid-derived acetyl-CoA into the Krebs cycle in *Cpt1b*-deficient CMs. This conclusion is also supported by the increased metabolic flux rate of ^13^C-labelled glucose and isoleucine to metabolites of the Krebs cycle or BCAA catabolism, respectively. Additional evidence comes from Seahorse analysis of *Cpt1b*-deficient CMs, indicating more efficient utilization of pyruvate, BCAAs and glucose compared to control CMs (Fig. 3f,g and Extended Data Fig. 6i,j).

Notably, we detected a marked, nearly 20-fold, increase of αKG in CMs after inactivation of *Cpt1b* (Fig. 3c). A direct conversion of glutamine and glutamate to αKG seems unlikely to account for the accumulation of αKG, as neither the concentration of glutamine nor that of glutamate declined (Fig. 3c). Instead, we observed significantly reduced isocitrate levels, along with an increase of the levels of IDH1, IDH2 and IDH3A, which catalyse conversion of isocitrate to αKG (Fig. 3c,h and Extended Data Fig. 6k). In addition, the enzymatic activity of OGDH, the key component of the αKG dehydrogenase complex converting αKG to succinyl-CoA was reduced in *Cpt1b*-deficient CMs, despite an increase in protein concentrations of OGDH complex components (Fig. 3h,i and Extended Data Fig. 6l). The reduction of the enzymatic activity of OGDH is most likely caused by the well-known inhibitory effects of intermediate metabolites from BCAA catabolism, the levels of which are increased in the *Cpt1b* mutants^25,26^. Inactivation of *Cpt1b* and αKG accumulation did not alter protein levels of other Krebs cycle enzymes or mitochondrial DNA content (Extended Data Fig. 6m,n), indicating that FAO-independent functions of mitochondria were not compromised. Taken together, the results indicate that elevated synthesis and reduced metabolization synergize to accumulate αKG in CMs after abrogation of FAO.

We did not observe significant differences in the concentrations of diacylglycerols, triacylglycerols and very long-chain acyl-CoA in *Cpt1b*-deficient compared to control CMs (Extended Data Fig. 7a–d). We reason that the strong decline of *Lpl* expression in *Cpt1b*-deficient CMs prevents aberrant myocardial lipid accumulation and its sequelae (Extended Data Fig. 7e). To further substantiate the causality between αKG accumulation and CM reprogramming, we inactivated *Ogdh* in adult CMs using *αMHC-MerCreMer*^*pos/+*^*Ogdh*^*fl/fl*^ (*Ogdh*^*iKO*^) mice and *αMHC-MerCreMer*^*pos/+*^*Ogdh*^*+/+*^ as controls, which—as expected—results in substantial accumulation of αKG (Fig. 3j and Extended Data Fig. 7f–h). Notably, CM-specific inactivation of *Ogdh* essentially recapitulated the phenotype observed in *Cpt1b*-knockout animals, including the massive increase in CM numbers, increased proliferation of CMs and reactivation of genes characteristic of immature CMs (Fig. 3k–o and Extended Data Fig. 7i–m). However, in contrast to *Cpt1b*-deficient mice, *Ogdh* mutants die between 5 and 8 weeks after gene inactivation, which makes them unsuitable for cardiac regeneration studies.

## Reduced H3K4me3 in CM identity genes

αKG is an essential cofactor for histone demethylases. Therefore, we wondered whether accumulation of αKG in *Cpt1b*-deficient CMs affects histone methylation. Analysis of different histone lysine methylation modifications using cardiac nuclei sorted by fluorescence-activated cell sorting (FACS) revealed only a reduction in the level of H3K4me3, whereas the levels of 11 other histone lysine methylation modifications were not reduced. By contrast, the levels of heterochromatin markers such as H3K9me3, H3K27me3 and H4K20me2 were markedly increased after inactivation of *Cpt1b*, probably owing to secondary effects associated with the shift of CMs to a more immature state (Fig. 4a and Extended Data Fig. 8a). Consistently, H3K4me3 levels are decreased in *Ogdh*-deficient CMs, which also exhibited increased αKG levels (Extended Data Fig. 8b). 

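The 18 genes shown in Extended Data Fig. 8c were examined in the RNA-seq of *Ctrl* Cre and *Cpt1b* cKO CMs. *Riox1*, with 0 to 14 normalized counts, fell below the filter, and the other 17 were tested. An unadjusted *P* value below 0.05 was reached by 1 of them and an adjusted one by 0, whether the adjustment was made over all genes or over the 17 genes alone, for which the smallest adjusted *P* value in limma was 0.211. This gene was *Prdm9* (chromosome 17 from 15543079 to 15564340, GRCm38), with 18, 27 and 8 normalized counts in *Ctrl* Cre and 25, 52 and 72 in *Cpt1b* cKO CMs. Its change on the log2 scale was 1.46 (standard error 0.485), with an unadjusted *P* value of 0.0124 and an adjusted one of 0.202 in limma, and the groups overlapped. With the replicate block, 4 genes had an unadjusted *P* value below 0.05, which were *Prdm9*, *Kmt2d* (log2 fold change 0.37), *Kmt2a* (0.38) and *Ash1l* (−0.29), named after their values had been seen. Their adjusted *P* values with the block lay between 0.0980 and 0.183 in limma. *Kdm5b* had 119 ± 3.79 normalized counts in *Ctrl* Cre and 118 ± 3.51 in *Cpt1b* cKO CMs (SD, *n* = 3 each), a log2 fold change of −0.020 (standard error 0.167). *Kdm5d* lies on the Y chromosome and had 1 and 0 normalized counts in the female sample of each group, so its standard error was 1.95.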

Expression levels of enzymes determining H3K4me3 levels, including methyltransferases (that is, *Kmt2* family, *Ash1l*, *Prdm9* and *Smyd* family) and αKG-dependent H3K4me3 demethylases (that is, *Kdm5a-d*, *Kdm2b* and *Riox1*), did not change after inactivation of *Cpt1b*. Neither did we detect a change in the intracellular levels of *S*-adenosyl methionine, the methyl-group donor for histone methylation. Therefore, we conclude that αKG boosts the activity of a H3K4me3-specific demethylase, eventually leading to reduction of H3K4me3 levels (Extended Data Fig. 8c,d).

**Fig. 4:**
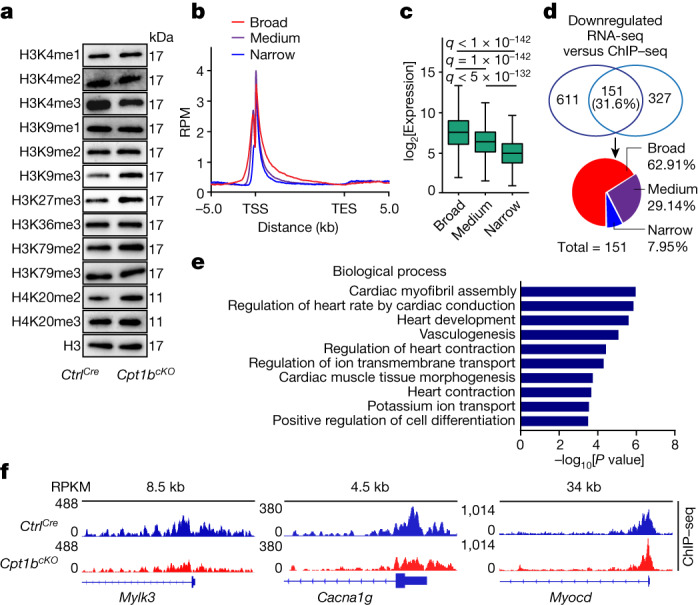
Increased αKG levels induce H3K4me3 demethylation and decrease expression of CM maturity genes. **a**, Western blot analysis of histone methylation modifications using FACS-isolated CM nuclei from *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice (*n* = 3 mice each). Histone 3 (H3) was used as a loading control. For gel source data, see Supplementary Information. **b**, Coverage plots of H3K4me3 ChIP–seq signals within genes in three different groups categorized according to the breadth of H3K4me3 peaks in *Ctrl*^*Cre*^ CMs. The 25% of genes with the broadest peaks were placed in the ‘broad’ group, the 25% of genes with the narrowest peaks were placed in the ‘narrow’ group, and the ‘medium’ group contains all other genes (25%–75%). RPM, reads per million mapped reads; TSS, transcription start site; TES, transcription end site; kb, kilobases. **c**, Box plots showing DESeq-normalized expression levels of genes with broad, medium and narrow H3K4me3 peaks in *Ctrl*^*Cre*^ CMs. The box plot displays data from minimum to maximum, the median (centre line), 25th (bottom line) and 75th (top line) percentiles. One-way ANOVA analysis with multiple testing correction. The false discovery rate was controlled by using the two-stage step-up method of Benjamini, Krieger and Yekutieli. Broad, *n* = 2,387 genes; medium, *n* = 4,775 genes; narrow, *n* = 2,387 genes. **d**, Venn diagram showing the overlap between genes with reduced expression and genes with reduced H3K4me3 deposition in *Cpt1b*^*cKO*^ compared to *Ctrl*^*Cre*^ CMs. Distribution of overlapping peaks in the broad, medium and narrow groups is shown in the pie chart. **e**, Analysis of top GO terms from overlapping differentially expressed genes using the David tool (*n* = 3 mice each). **f**, Genome browser snapshots demonstrating reduced H3K4me3 deposition of representative genes associated with maturation of CMs in *Cpt1b*^*cKO*^ CMs (normalized to mapped reads). RPKM, reads per kilobase per million mapped reads. Source data

Chromatin immunoprecipitation and sequencing (ChIP–seq) analysis of H3K4me3 using FACS-sorted CM nuclei to map gene regions with altered H3K4me3 identified 467 genes with increased and 478 genes with reduced H3K4me3 peaks in *Cpt1b*-deficient CMs compared to control CMs. Genes with increased H3K4me3 peaks were mainly associated with long-chain fatty acid transport and lipid and fatty acid metabolic processes, reflecting a potential feedback mechanism in response to abrogation of FAO. Notably, genes with reduced H3K4me3 peaks were mainly CM identity genes, involved in pathways regulating cardiac maturation and function (Extended Data Fig. 8e,f). As the breadth of H3K4me3 peaks is tightly linked to transcriptional strength of cell identity genes in various cell types and tissues, including the heart^14,27,28^, we categorized genes into three groups according to the width of the H3K4me3 peaks. Genes showing the 25% broadest peaks exhibited the highest transcriptional activity and were preferentially associated with CM maturation and function (Fig. 4b,c and Extended Data Fig. 8g). Integrated analysis of RNA-seq and H3K4me3 ChIP–seq datasets indicated that 31.6% (151) of genes with reduced H3K4me3 peaks were transcriptionally repressed. A total of 95 genes (62.91%) in this group contained broad H3K4me3 peaks and 44 genes (29.14%) contained medium H3K4me3 peaks. By contrast, only a few genes with narrow H3K4me3 peaks (7.95%) showed reduced expression in *Cpt1b*-deficient CMs (Fig. 4d). Reduction of H3K4me3 deposition in genes with both reduced expression and reduced H3K4me3 peaks was found to be more pronounced inside gene bodies compared to transcription start site regions (Extended Data Fig. 8h). Strikingly, such genes were mostly associated with cardiac muscle contraction, CM differentiation and maturation, including *Mylk3*, *Cacna1g* and *Myocd* (Fig. 4e,f). 

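In the RNA-seq of *Ctrl* Cre and *Cpt1b* cKO CMs, *Mylk3* (ENSMUSG00000031698, chromosome 8 from 85324303 to 85380978, GRCm38) had 3897, 4122 and 3698 normalized counts in the *Ctrl* Cre and 2253, 2620 and 3920 in the *Cpt1b* cKO samples, so that the groups overlapped. Its log2 fold change was −0.45 (standard error 0.196, unadjusted *P* = 0.0421 and adjusted *P* = 0.339 in limma), and the adjusted *P* value with the replicate block was 0.127. *Cacna1g* (ENSMUSG00000020866, chromosome 11 from 94408391 to 94474198) was expressed at a low level, with 39, 44 and 55 normalized counts in *Ctrl* Cre and 14, 8 and 30 in *Cpt1b* cKO CMs, a log2 fold change of −1.53 (standard error 0.429, adjusted *P* = 0.134 in limma, and 0.0336 with the replicate block). *Myocd* (ENSMUSG00000020542, chromosome 11 from 65176561 to 65269989) had 464 ± 23.5 normalized counts in *Ctrl* Cre and 293 ± 47.1 in *Cpt1b* cKO CMs (SD, *n* = 3 each), without overlap, and a log2 fold change of −0.67 (standard error 0.160, adjusted *P* = 0.0737 in limma, and 0.0157 with the replicate block). The H3K4me3 ChIP–seq data were not analysed here.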

We validated these findings by ChIP–qPCR, demonstrating that H3K4me3 enrichment was broadly diminished in both promoters and gene bodies of genes associated with CM maturation, whereas H3K9me3 and H3K27me3 levels at promoters remained unchanged (Extended Data Fig. 8i–k). Taking these findings together, we conclude that accumulation of αKG activates a H3K4me3-specific demethylase, which subsequently erases H3K4me3 within genes required for cardiac differentiation and maturation, thereby converting *Cpt1b*-deficient CMs into a more immature, proliferation-competent state.

## Activated KDM5 stimulates proliferation

To confirm that accumulation of αKG is a critical signal to prevent CM maturation and enable proliferation, we treated P0–1 neonatal CMs for 4 days with cell-permeable αKG. We observed a marked increase of Ki67^+^cTnT^+^ and pH3(Ser10)^+^cTnT^+^ CMs, consistent with RNA-seq data indicating enrichment of GO terms related to cell divisions in αKG-treated cells (Fig. 5a–c). Furthermore, the level of expression of *Nppa*, *Nppb*, *Acta1* and *Myh7*, genes that are predominantly expressed during fetal and neonatal stages, was strongly elevated, whereas the level of expression of genes associated with CM maturation and differentiation, including *Tnni3*, *Mylk3* and *Myocd*, was reduced (Fig. 5c and Extended Data Fig. 9a). Treatment with αKG also diminished H3K4me3 but did not affect H3K9 and H4K20 methylation (Fig. 5d and Extended Data Fig. 9b). In line with this finding, overexpression of enzymes in CMs that increase αKG levels, such as those encoded by *Idh3b* and *Idh3g*, stimulated CM proliferation, markedly reduced H3K4me3 deposition and lowered mRNA levels of cardiac maturation-related genes (Extended Data Fig. 9c–h). Treatment of neonatal CMs with CPI-455, a specific inhibitor of the αKG-dependent H3K4 demethylase KDM5, or cell-permeable R2HG, a competitive inhibitor of αKG^29^, prevented enhanced cell cycle activity induced by αKG or overexpression of *Idh3b* or *Idh3g* (Fig. 5e,f and Extended Data Fig. 9g–k). As expected, treatment with CPI-455 altered the expression of cardiac maturation-related genes accordingly (Extended Data Fig. 9l).

**Fig. 5:**
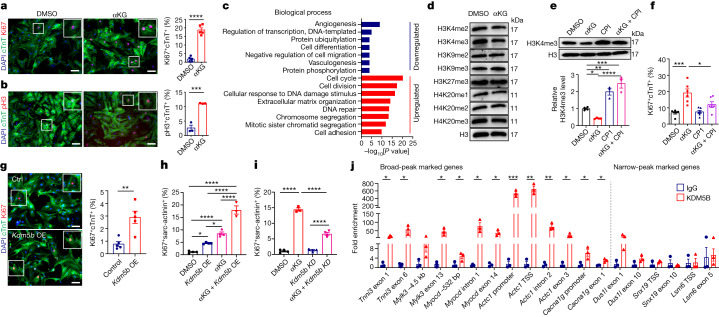
Accumulation of αKG stimulates KDM5 activity, attenuates maturation and enhances proliferation of CMs. **a**,**b**, Immunofluorescence images and quantification of Ki67 (*n* = 5 for **a**) and pH3(Ser10) (*n* = 3 for **b**) signals in cTnT^+^ neonatal CMs (P0–1) after 4-day culture in the presence of dimethylsulfoxide (DMSO) or (cell permeable) αKG. Top right corner, enlargement of area outlined in main image. Scale bars, 50 μm. **c**, GO-term enrichment of differentially expressed genes in DMSO- and αKG-treated neonatal CMs. Upregulated genes are in red, and downregulated genes are in blue. **d**, Western blot analysis of histone methylation modifications in P0–1 neonatal CMs treated with DMSO or αKG. H3 was used as a loading control. **e**, Top panels: western blot analysis of H3K4me3 in P0–1 CMs after 3-day culture in the presence of DMSO, αKG, CPI and αKG combined with CPI. H3 was used as a loading control. Lower panel: quantification of H3K4me3 levels (DMSO and αKG, *n* = 4 each; CPI and αKG + CPI, *n* = 3 each). **f**, Quantification of Ki67 signals in cTnT^+^ P0–1 CMs treated with DMSO, αKG, CPI and αKG combined with CPI (*n* = 6 each). **g**, Immunofluorescence micrographs and quantification of Ki67 signals in cTnT^+^ P0–1 CMs after lentiviral transduction of *Kdm5b* (*n* = 5 each). OE, overexpression. Top right corner, enlargement of area outlined in main image. Scale bars, 50 μm. **h**, Quantification of Ki67 signals in sarc-actinin^+^ neonatal CMs (P0–1), 4 days after lentiviral transduction of *Kdm5b* with and without αKG (DMSO, αKG, *Kdm5b* OE, *n* = 4; αKG + *Kdm5b* OE, *n* = 3). **i**, Quantification of Ki67 signals in sarc-actinin^+^ neonatal CMs (P0–1), 4 days after knockdown (KD) of *Kdm5b*, with and without αKG (DMSO, αKG + *Kdm5b* KD, *Kdm5b* KD, *n* = 4; αKG, *n* = 3). **j**, ChIP–qPCR of KDM5B in genes with broad and narrow H3K4me3 peaks in P0–1 CMs (*n* = 3). bp, base pairs. Error bars show mean ± s.e.m. Two-tailed, unpaired Student *t*-tests were used for statistical analysis in **a**,**b**,**g**,**j**. One-way ANOVA with Tukey tests was used for correction of multiple comparisons in **e**,**f**,**h**,**i**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *n* numbers refer to independent experiments. For gel source data in **d**,**e**, see Supplementary Information. Source data

Pharmacological inhibition of αKG-dependent effects by the KDM5 inhibitor CPI-455 suggested that effects of αKG on the chromatin and on gene expression are relayed by members of the *Kdm5* gene family. This hypothesis was confirmed by overexpression of *Kdm5b*, which strongly reduced H3K4me3 levels and markedly increased CM cell cycle activity when combined with αKG treatment (Fig. 5g,h and Extended Data Fig. 10a–d). *Kdm5b* plays important roles during heart development, and its expression progressively declines during CM maturation^30^. *Kdm5b* knockdown mediated by short interfering RNA efficiently antagonized pro-proliferative effects of αKG, fully restoring reduced H3K4me3 levels that were lowered by αKG treatment, and thereby increasing expression of several key genes associated with CM maturation (Fig. 5i and Extended Data Fig. 10e–g). To validate potential targets of KDM5B, we carried out ChIP–qPCR experiments. We found that KDM5B preferentially binds to genes with broad H3K4me3 domains involved in maintaining the mature phenotype of CMs, such as *Tnni3*, *Mylk3* and *Myocd*. By contrast, no enrichment of KDM5B was found on housekeeping genes characterized by narrow peaks, such as *Dus1l*, *Snx19* and *Lsm6*. Notably, mRNA levels of these housekeeping genes were not altered in response to αKG, *Kdm5b* knockdown or combined treatment (Fig. 5j and Extended Data Fig. 10h). Taken together, our results indicate that accumulation of αKG caused by *Cpt1b* inactivation activates KDM5, which lowers broad H3K4me3 peaks in genes required for CM maturation, thereby reverting CMs to a more immature state and enabling CM cell cycle activity (Extended Data Fig. 10i).

## Discussion

Here we demonstrate that the cellular metabolism directly regulates H3K4me3 histone modifications at CM identity genes, thereby playing a pivotal role in controlling the maturation and proliferation of CMs. Metabolism-induced partial rewinding of the maturation program not only increases the proliferative capacity of CMs but also leads to various cardioprotective changes, including increased activation of adaptive HIF1 signalling^31^ and αKG-dependent DNA damage repair^32^. Increased HIF1 signalling may also contribute to the relatively modest increase of CM surface area in *Cpt1b*^*cKO*^ mice^33^, which was limited to larger CMs (> 300 μm^2^). *Cpt1b*-deficient CMs are characterized by reduced sarcomere density, a hallmark of neonatal CMs, which are able to proliferate but also support cardiac contractility. However, we do not know whether all CMs in *Cpt1b*-deficient hearts show the same propensity for cytokinesis, or whether only a distinct subset of CMs undergo cell division, which show a more severe disassembly of sarcomeres that cannot be easily identified on tissues sections. Furthermore, we observed improved coupling of glucose oxidation to glycolysis, which will reduce proton production and Ca^2+^ overload during ischaemia, preventing mitochondrial damage and cell death especially during reperfusion when the influx of O_2_ stimulates FAO ^34^. Thus, stimulation of both regeneration and cardioprotection seem to contribute to reduced scar formation in *Cpt1b*-deficient CMs after I–R injury. However, as inactivation of *Cpt1b* in CMs after I–R injury facilitates heart repair and restored cardiac functions—processes that cannot be explained by cardioprotection—we postulate that induction of cardiac regeneration dominates, a hypothesis that is also supported by the overall increase in CM numbers and in proliferating CMs in the infarct border zone.

The metabolic rewiring of CMs after abrogation of FAO causes complex transcriptional changes, which partially rewind the developmental program and endow CMs with a renewed proliferative potential. Metabolic rewiring does not only increase the flux from glucose, but also strongly increases the concentrations of catabolic intermediates generated during conversion of BCAAs to acetyl-CoA and/or succinyl-CoA, which fuel the Krebs cycle during anoxia and ischaemia^35^. Essentially, *Cpt1b*-deficient CMs adopt a metabolic profile that facilitates utilization of alternative energy substrates such as amino acids. We did not detect signs of lipotoxicity in *Cpt1b*^*cKO*^ and *Cpt1b*^*iKO*^ hearts, which has been reported for other *Cpt1b*-mutant mouse lines^36–38^. The absence of lipotoxicity might be explained by the catabolization of fatty acids in skeletal muscles, which is not affected in our cardiac-specific models, preventing accumulation of circulating free fatty acids and/or lipoproteins. Moreover, lowered expression levels of *Lpl* in hearts of *Cpt1b*^*cKO*^ mice will prevent efficient uptake of fatty acids into CMs owing to reduced hydrolysation of triacylglycerols in lipoproteins^39^.

The marked, nearly twenty-fold accumulation of αKG is a hallmark of metabolic rewiring in *Cpt1b*-deficient CMs. In contrast to αKG, concentrations of other Krebs cycle metabolites were only marginally altered. αKG plays a crucial role in the Krebs cycle but also links metabolism to regulation of gene expression by serving as an essential co-substrate for αKG-dependent dioxygenases, including histone and DNA demethylases^40^. Our data indicate that the increase of αKG activates KDM5, leading to demethylation of H3K4me3 in cardiac identity genes that are required to maintain CMs in a mature state. H3K4me3 is a well-studied histone modification characteristic of actively transcribed genes. H3K4me3 shows a pronounced peak immediately downstream of the transcription start site, which can extend for more than 40 kilobases, probably contributing to increased PolII pausing and release, elongation and transcriptional strength^14,17^. Consistent with other studies^15,16^, our findings show that genes with the broadest H3K4me3 peaks (top 25%) are transcriptionally more active than genes with narrow peaks and critical for cellular identity and maturation^14,27,28^. Recent studies questioned whether H3K4me3 is an instructive signal for gene activation, as reduction of H3K4me3 has a limited impact on global gene expression in yeast and mammalian cells^15^. However, numerous studies described an active role of H3K4me3 in gene expression (for example, by recruiting the NURF complex or by interacting with TAF3)^41–43^. In line with these reports, we identified 151 genes in *Cpt1b*-mutant CMs with reduced H3K4me3 peaks and diminished gene transcription. Of note, 92% of these genes contain broad or medium peaks and are mainly associated with cardiac development and contraction. We reason that cell-type-specific genes with broad H3K4me3 peaks are preferentially targeted by an αKG-dependent H3K4me3 demethylase. On the basis of inhibitor and overexpression studies, we reason that a member of the KDM5 family, most likely KDM5B, is the responsible H3K4me3 demethylase^30^. Future studies will unveil how precisely the αKG-dependent stimulation of a H3K4me3 demethylase achieves target selectivity and preferentially deactivates genes associated with cardiac development and contraction. We assume that genes containing broad H3K4me3 peaks provide more docking sites for KDM5 and therefore represent privileged targets. Genes with enhanced recruitment of KDM5 will automatically be more responsive to an increase of αKG and KDM5-mediated silencing. However, it is also possible that maturation-associated genes with broad H3K4me3 peaks possess other distinct features promoting enhanced recruitment of KDM5 (ref. ^44^).

Overall, the observation that a single metabolite, αKG, serves a pivotal role in connecting metabolic processes to transcriptional changes mediated by KDM5 offers numerous opportunities to manipulate the fate and function of CMs and stimulate cardiac regeneration.

## Methods

### Animals

*Cpt1b*^*fl/fl*^ mice were generated in-house by using a targeting vector purchased from the European Conditional Mouse Mutagenesis Program, in which exons 10–11 of the *Cpt1b* gene are flanked by two *loxP* sites. Generation of *Ogdh*^*fl/fl*^ animals, in which exons 3 and 4 were flanked by *loxP* sites, have been described before^26^. *αMHC-Cre*^*Pos/+*^ and *αMHC-MCM*^*pos/+*^ mice were obtained from The Jackson Laboratory. C57BL/6 mice were obtained from Charles River. Primers used for genotyping are listed in the Supplementary Information. All mice were maintained in individually ventilated cages, at 22.5 °C ± 1 °C and a relative humidity of 50% ± 5% with controlled illumination (12 h dark/light cycle). Mice were given ad libitum access to food and water. TAM (Sigma) was administered intraperitoneally at 75 mg per kilogram of BW daily for 10 days. In experiments, in which genes were inactivated by Cre recombinase-mediated recombination, corresponding Cre recombinase-expressing strains without the floxed target genes were always used as negative controls, unless indicated otherwise. *αMHC-MCM* control mice were subjected to the same TAM treatment as in the actual gene inactivation experiment. All mice were maintained on a C57BL/6 background, and littermates were used as controls in all experiments. Animals were assigned to different groups according to genotypes. The genotype of animals, from which individual samples were taken, was not known to the investigator, and experiments were performed in a blinded manner. After data collection, individual genotypes were revealed and the animals were assigned to separate groups for further data analysis. Observed results did not differ between male mice and female mice. No sex-specific experiments were performed. Sample sizes were determined on the basis of established practice and applicable standards. We opted for sample sizes that are commonly used sample sizes in the field. For in vivo studies, a minimum of three biological replicates were analyzed. All animal experiments were carried out in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institute of Health (NIH Publication No. 85-23, revised 1996) and according to the regulations issued by the Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1–3, 64283 Darmstadt, Germany) with the project numbers B2/1137, B2/1125 and B2/2034.

### Neonatal CM isolation and culture in vitro

Neonatal hearts were dissected from P0–1 C57bl/6 pups, washed with ice-cold PBS and dissociated using standard procedures. Neonatal CMs were seeded in culture plates precoated with fibronectin (0.8–1 million per 3.5-cm dish or 0.25 to 0.4 million per well of 2-well chamber slides) and cultured in primary neonatal CM culture medium (80% DMEM with 4.5 g l^−1^ glucose, 20% Medium 199, 5% FCS and 100 U ml^−1^ penicillin and streptomycin). After overnight culture, chemicals were added to the medium and cells were further cultured for 72–96 h before collection. Concentrations of chemical were as follows: etomoxir 100 μM (Cayman, 11969); octyl-αKG 500 μM (Cayman, 11970); CPI-HCl 25 μM (Selleckchem, S8287); R2HG 500 μM (Cayman, 16366). *Kdm5b* knockdown was achieved through transfection of pooled *Kdm5b* short interfering RNA (Dharmacon) with DharmaFECT 1 Transfection Reagent. Non-targeting pooled short interfering RNAs were used for the control group.

### Immunofluorescence and histological analysis

Hearts were immediately fixed in 4% PFA after dissection. For trichrome staining after I–R injury, hearts were embedded in paraffin and continuously sectioned from the apex to the ligation site. Every second section from hearts of each group was used for staining and quantification. In vitro-cultured neonatal CMs were fixed with 4% PFA for 10 min at room temperature and permeabilized (0.3% Triton X-100 and 5% BSA) for 1 h at room temperature. To determine the surface area of CMs, approximately 120 CMs randomly selected from 5–6 paraffin sections of each heart sample were measured using the ImageJ software tool. The sarcomere density of isolated adult CMs was analysed using the ImageJ software tool. For other quantification procedures, using either isolated CMs or tissue sections, hundreds of CMs were analysed for each individual heart. Values from each group of CMs (or sections) were averaged and are presented as one sample (*n* = 1). For experiments with neonatal CMs, values for each sample represent the results obtained from one isolation of CMs from pooled neonatal hearts. Antibodies for immunofluorescence staining are listed in the Supplementary Information. Microscopic images were acquired with a fluorescence stereomicroscope (Leica M205 FA). Regular immunofluorescence images were acquired with a fluorescence microscope (Zeiss Imager Z1) and processed with ZEN 2 imaging software. Confocal immunofluorescence images were acquired with a Leica SP8 confocal microscope and processed with LAS X software 3.5.7.23225. Acquisition of histological images was carried out with a light microscope (Zeiss Axioplan2).

### EdU incorporation assay

EdU and other reagents were prepared according to the manufacturer’s instructions (ThermoFisher C10339). In vivo EdU incorporation assays were carried out according to previous publications^45^. To analyse EdU incorporation in cultured neonatal CMs, cells in 2-well chamber slides were labelled with 10 µM EdU for 12 h. After two washes with pre-warmed PBS, cells were fixed with 4% PFA for 10 min at room temperature and EdU incorporation was visualized using the Click-iT EdU kit (Invitrogen), following the manufacturer’s protocol.

### Western blot assays

Freshly isolated or cultured cells were washed with ice-cold PBS and lysed in cell lysis buffer (20 mM Tris (pH 7.5), 400 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 1× Complete Protease Inhibitor Cocktail (Roche Diagnostics)) for 10 min on ice, followed by sonication using the Bioruptor (Dianagene) at 4 °C for 5 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (Millipore). Proteins detected by antibodies were visualized using an enhanced chemiluminescence detection system (GE Healthcare) and quantified using the ChemiDoc gel documentation system (Bio-Rad). Antibodies and dilutions used in this study are listed in the Supplementary Information.

### Adult CM isolation and in vitro culture

Isolation of adult CMs was carried out as described previously^46^. In brief, dissected hearts were cannulated through the aorta and retrogradely perfused with calcium-free buffer. Cannulated hearts were enzymatically digested by perfusion with enzyme buffer solution and cut off from the cannula. Atria were separated, and ventricles were minced in enzyme buffer. After gentle pipetting, myocytes were centrifuged at 500 r.p.m. for 1 min and cell pellets containing CM fractions were resuspended in stop buffer. The calcium content of the cell suspension was then stepwise adjusted to 1 mM and CM-containing cell pellets were resuspended in M199 cell culture medium, supplemented with creatinine, l-carnitine, HEPES, penicillin–streptavidin, 5% FCS and insulin–transferrin–sodium selenite medium supplement. Cells were seeded in dishes precoated with laminin and maintained in a humidified incubator at 37 °C and 5% CO_2_. To determine CM numbers in adult hearts, the dissected heart was washed with ice-cold PBS and fixed with 1% PFA overnight. After washing with ice-cold PBS, hearts were cut into 1–2-mm^3^ pieces and incubated with digestion buffer (PBS containing 0.5 U ml^−1^ of collagenase B (Roche no. 11088807001) and 0.2% NaN_3_) with constant shaking at 1,000 r.p.m. at 37 °C. Every 12–24 h, digested CMs were collected, and new digestion buffer was added until the heart was fully digested. CMs were pooled, plated into a Sedgewick rafter chamber and counted therein.

### Measurement of oxygen consumption rate with Agilent Seahorse XF

Adult CMs were isolated and seeded at a density of 6,000 cells per well in a 96-well plate for Seahorse measurements (Agilent Seahorse XFe96 Analyzer). Cells were washed with PBS and Seahorse base medium after attachment to the plate. The following substrates were added as energy substrates to the medium 1 h before measurements of the oxygen consumption rate: glucose 5 mM (Sigma), pyruvate 0.2 mM (Sigma), glutamine 4 mM (Sigma), palmitate–BSA 0.2 mM (Agilent), BSA control (Agilent), carnitine 0.2 mM (Sigma), valine 1 mM (Sigma), isoleucine 1 mM (Sigma), leucine 1 mM (Sigma), sodium propionate 0.05 mM (Sigma), sodium acetate 0.05 mM (Sigma), sodium octanoate 0.1 mM (Sigma), sodium decanoate 0.1 mM (Sigma). The oxygen consumption rate was measured using the Mito Stress Test kit (Agilent). The following inhibitors were injected: oligomycin (2 µM), FCCP (2 µM), rotenone and antimycin A (1 µM).

### Magnetic resonance imaging and data processing

Cardiac magnetic resonance imaging (MRI) measurements were carried out using a 7.0T Bruker Pharmascan (Bruker) equipped with a 760 mT m^−1^ gradient system, using a cryogenically cooled four-channel phased array element ^1^H receiver coil (CryoProbe), a 72-mm room-temperature volume resonator for transmission, and the IntraGate self-gating tool^47^. Electrocardiogram parameters were adapted for one heart slice and transferred afterwards to the navigator signals of the remaining slices. Thus, in-phase reconstruction of all pictures was guaranteed. Measurements are based on the gradient echo method (repetition time = 6.2 ms; echo time = 1.3 ms; field of view = 2.20 × 2.20 cm; slice thickness = 1.0 mm; matrix = 128 × 128; oversampling = 100). The imaging plane was localized using scout images showing the two- and four-chamber view of the heart, followed by acquisition of images in short-axis view, orthogonal on the septum in both scouts. Multiple contiguous short-axis slices consisting of 7 to 10 slices were acquired for complete coverage of the left and right ventricle. Mice were measured under isoflurane (1.5–2.0% in oxygen and air with a flow rate of 1.0 l min^−1^) anaesthesia. Body temperature was maintained at 37 °C by a thermostatically regulated water flow system during the entire imaging protocol. MRI data were analysed using Qmass digital imaging software (Medis Imaging Systems, Leiden, the Netherlands).

### FACS-based isolation of cardiac nuclei

Ventricles were washed with ice-cold PBS after dissection and snap frozen in liquid N_2_. For isolation of cardiac nuclei, the frozen ventricle was thawed in 3 ml lysis buffer (5 mM CaCl_2_, 3 mM MgAc, 2 mM EDTA, 0.5 mM EGTA and 10 mM Tris-HCl, pH 8) in M-tubes (Miltenyi Biotec) and homogenized using the gentleMACS Dissociator (Miltenyi Biotec), following the manufacturer’s protocol (protein_01). The resultant homogenate was mixed with lysis buffer containing 0.4% Triton X-100, incubated on ice for 10 min, and subsequently filtered through 40-μm cell strainers (BD Bioscience). The flow-through was centrifuged at 1,000*g* for 5 min at 4 °C to collect nuclei. Nuclei were further purified by centrifugation at 1,000*g* for 5 min at 4 °C through a 1 M sucrose cushion (3 mM MgAc, 10 mM Tris-HCl, pH 8) and then stained with a PCM1 antibody in nuclei stain buffer (DPBS, 1% BSA, 0.2% Igepal CA-630, 1 mM EDTA). DNA was stained by DAPI before FACS. FACS was carried out using a FACSAria III (BD Biosciences). Quantification of PCM^+^ cardiac nuclei and DNA content was carried out with the LSR Fortessa (BD Biosciences) analyser. Data acquisition and analysis were accomplished using the BD FACS Diva v8 software. The gating strategy is shown in the Supplementary Information.

### RNA-seq and data analysis

RNA was extracted from isolated adult CMs using the Direct-zol Total Kit (Zymo Research) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified using the LabChip Gx Touch 24 (Perkin Elmer). A 200 ng quantity of total RNA was used as input for the SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Clontech) following the manufacturer’s instructions. Sequencing was carried out on a NextSeq500 instrument (Illumina) using v2 chemistry, resulting in an average of 22 million reads per library with a 1 × 75 bp single-end setup. Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic version ≥ 0.36 was used to trim reads after a quality drop below a mean of Q15 in a window of five nucleotides^48^. Only reads of at least 15 nucleotides were cleared for subsequent analyses. Trimmed and filtered reads were aligned versus mouse genome version mm10 (GRCm38.p5) using STAR ≥ 2.5.4b with the parameters --outFilterMismatchNoverLmax 0.1 --alignIntronMax 200000 (ref. ^49^). The number of reads aligning to genes was counted with featureCounts ≥ 1.6.0 from the Subread package^50^. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version ≥ 1.14.0 (ref. ^51^). Genes were classified as significantly differentially expressed with a *P* value < 0.05. 

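In the RNA-seq of *Ctrl* Cre and *Cpt1b* cKO CMs, 568.2 of the genes tested would pass an unadjusted *P* value of 0.05 by chance if no gene differed. The authors' deposited table lists their DESeq2 results with *P* values rounded to 2 decimals. In the authors' deposited table, 1402 genes are listed with a *P* value of at most 0.04 (697 higher and 705 lower) and 208 more with a *P* value of 0.05, which may lie on either side of the threshold. An adjusted *P* value of at most 0.04 is listed for 348 genes in the authors' deposited table, and of at most 0.05 for 378. Of the genes with an unadjusted *P* value below 0.05 in limma, 1312 are listed at 0.05 or less and 1202 at 0.04 or less in the authors' deposited table, and all 1312 had the same direction there. Across genes, which are not independent replicates, the log2 fold changes of limma and of the authors' deposited table had a Pearson's *r* of 0.985.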

Annotations were enriched using UniProt data (release 24.03.2017) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)).

### ChIP, ChIP–seq and data analysis

Chromatin was prepared using the truChIP Chromatin Shearing Kit (COVARIS) and sheared to an average size of 200–500 bp by sonication (Diagenode Bioruptor). Protein–DNA complexes were immunoprecipitated with IgG or KDM5B antibodies, followed by incubation with Protein A/G magnetic beads (Dynabeads, Invitrogen). For ChIP–qPCR, beads were washed and protein–DNA complexes were eluted and purified using 10% Chelex-100 (w:v, Bio-Rad Laboratories) in Tris–EDTA. Immunoprecipitated chromatin was analysed by qPCR using SYBR Green quantitative real-time analysis with primers that are listed in the Supplementary Information. A detailed description of ChIP–seq analysis is provided in the Supplementary Information.

### I–R injury and measurement of AAR and infarct area out of AAR

Animals were anaesthetized using 4.5% isoflurane and endotracheally intubated with a 22-gauge intravenous catheter. Mice were placed on a 37 °C heating plate in the supine position and ventilated at a rate of 225 strokes min^−1^ and a stroke volume of 250 µl with a mixture of oxygen and 1.5% isoflurane using a MiniVent rodent ventilator. Chest hair was removed, and skin was disinfected and opened with a small incision of several millimetres in length from the left armpit to the sternal border. Pectoralis major and minor muscles were separated, the chest was opened in the third intercostal space, and retractors were inserted. Next, the pericardium was opened to access the heart. The left coronary artery was ligated for 30 min and reopened for reperfusion in a proximal position using a prolene suture (7-0). The retractors were removed, and the chest wall was closed by bringing together the second and third rib using a vicryl suture (5-0). The muscles were placed into their original position, and the skin incision was closed with vicryl (5-0). Mice were ventilated with oxygen until awakening, followed by extubation, and placement into their cages. At 24 h after I–R surgery, the animals were euthanized for AAR and infarct area out of AAR measurement, for which hearts were removed and the aorta quickly cannulated for an injection of 500 µl 1% Evan’s blue solution into the ventricle. Hearts were kept on ice-cold saline for further investigations. Afterwards, the heart was frozen and sliced at 0.5 mm. Heart sections were subsequently stained with TTC solution (1% in PBS) at 37 °C for 30 min and then fixed with formalin solution.

### Viability assay of adult CMs under hypoxic conditions

Freshly isolated adult CMs seeded in chamber slides were cultured either under normoxia or in a hypoxia chamber with 1% O_2_, 5% CO_2_ at 37 °C for 18 h. Cells were washed at room temperature with PBS and incubated with PBS containing ethidium homodimer 1 (4 µM) and calcineurin (2 µM) for 45 min at room temperature. Immunofluorescence images were acquired with a Zeiss Imager Z1 microscope.

### Metabolic flux assays and targeted metabolic analysis

Metabolic flux assays were carried out with isolated Langendorff-perfused hearts from *Ctrl*^*Cre*^ and *Cpt1b*^*cKO*^ mice. Hearts were quickly excised and cannulated through the aorta. The cannulated heart was connected to a perfusion column apparatus maintained at 37 °C using a temperature-controlled water bath. Hearts were perfused retrogradely for 60 min with Krebs–Henseleit buffer with the following substrates: glucose 8 mM; pyruvate 0.12 mM; palmitate–BSA 0.4 mM; isoleucine 0.176 mM. In each perfusion assay, only one metabolite was replaced by a ^13^C-labelled metabolite ([^13^C]glucose, [^13^C]isoleucine or [^13^C]palmitate–BSA). Subsequently, hearts were snap frozen, pulverized in liquid nitrogen and subjected to metabolite extraction (acyl-CoAs or metabolites of the Krebs cycle) and quantification using liquid chromatography with triple-quadrupole mass spectrometry. Metabolic flux assays and α-ketoacids measurements were carried out using tissue from isolated hearts after perfusion with different substrates as indicated. Measurements of Krebs cycle metabolites and standardized targeted metabolic analysis were carried out with isolated adult CMs. A detailed description of the quantification of acyl-CoAs, Krebs cycle metabolites, α-ketoacids and targeted metabolome analysis is provided in the Supplementary Information.

### Lentiviral transduction of CMs

HEK293T cells were grown in DMEM (Sigma) supplemented with 10% FCS (Sigma), 2 mM l-glutamine, 100 U penicillin and 100 µg ml^−1^ streptomycin at 37 °C, 5% CO_2_. HEK293T cells (2 × 10^6^ per 10-cm dish) were transfected with 5 µg pLJM1-Kdm5b, pLJM1-Idh3b or pLJM1-Idh3g, 4.5 µg psPAX2 (Addgene, no. 12260) and 0.5 µg pMD2.G (Addgene, no. 12259) using the Turbofect transfection reagent and Opti-MEM for 6–8 h. The supernatants containing lentiviral particles were collected at 48 and 72 h after transfection and pooled. Lentiviruses were filtered through a 0.45 µM cell strainer to remove HEK293T cells and concentrated with a Lenti-X concentrator according to the manufacturer’s instructions (TaKaRa, 631231). Primary neonatal CMs were infected in suspension with Polybrene (8 μg ml^−1^) for 6 to 8 h.

### Analysis of gene expression using qPCR with reverse transcription and assessment of mitochondrial DNA copy numbers

Total RNA was extracted using the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA was reverse transcribed with Superscript II (Invitrogen) following standard procedures. Real-time PCR was carried out with two technical replicates using the StepOne real-time PCR system and KAPA SYBR FAST qPCR Master Mix (KAPA Biosystems). Relative quantification of gene expression was carried out using the ∆∆CT method. The Ct values of the target genes were normalized to expression of the *36b4* gene using the equation ΔCt = Ct_reference_ − Ct_target_ and expressed as ΔCt. Relative mRNA expression values were shown with the average from control samples set as 1. Mitochondrial DNA copy numbers were determined using DNA extracted from isolated adult CMs. The data were normalized to internal controls (*H19* or *Mx1*) and cell numbers. Primers and PCR conditions are listed in the Supplementary Information.

### Electron microscopy

Hearts were isolated and fixed in 1.5% glutaraldehyde (v/v), 1.5% PFA (v/w) in 0.15 M HEPES (v/w), pH 8.0 at 4 °C for at least 24 h, and subsequently incubated with 1% osmium tetroxide for 2 h. Samples were stained en bloc with 50%-saturated watery uranyl acetate, followed by sequential ethanol dehydration (30%, 50%, 75%, 95%), and embedded in Agar 100. Ultrathin sections were cut using an ultramicrotome and image acquisition was carried out with a Philips CM10 electron microscope. All images were captured with a slow-scan 2k CCD (charge-coupled device) camera.

### Statistical analysis

For all quantitative analyses, a minimum of three biological replicates were analysed. Statistical tests were selected on the basis of the assumption that sample data are from a population following a probability distribution based on a fixed set of parameters. Student’s *t*-tests were used to determine the statistical significance of differences between two groups. One-way AVOVA was used for multiple comparison tests. The following values were considered to be statistically significant: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Calculations were carried out using the GraphPad Prism 9 software package. Data are always represented as mean ± the standard error of the mean. No statistical method was used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06585-5.

### Supplementary information

Supplementary Information Supplementary Methods, References, Tables 1 and 2 and Figs. 1–7.

Reporting Summary

Peer Review File

Supplementary Video Assessment of heart function in Ctrl and *Cpt1b*^*iKO*^ mice by cardiac MRI before and 14 and 28 days after I–R surgery. Representative videos of cardiac MRI measurements before and 14 days and 28 days after I–R surgery in Ctrl and *Cpt1b*^*iKO*^ mice. Inactivation of *Cpt1b* by injection of TAM was initiated 1 day after I–R surgery, resulting in significant reduction of CPT1B protein levels 11 days, but not 3 and 6 days, after I–R surgery.

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

Data have been deposited in public databases. Sequencing data are available under the accession number GSE172415 and include results from ChIP–seq and RNA-seq experiments. RNA-seq data for neonatal CMs treated with DMSO and aKG are available under the accession number GSE217188. Source data are provided with this paper.

# Supplementary material for: Inhibition of fatty acid oxidation enables heart regeneration in adult mice
**Source:** Nature. 2023 Sep 27;622(7983):619–26. doi: 10.1038/s41586-023-06585-5
**Supplement:** Supplementary file 1 — Supplementary Methods, References, Tables 1 and 2 and Figs. 1–7.

---

**Supplementary information**

---

# **Inhibition of fatty acid oxidation enables heart regeneration in adult mice**

---

In the format provided by the  
authors and unedited

## SUPPLEMENTARY INFORMATION

### **Inhibition of fatty acid oxidation enables heart regeneration in adult mice**

Xiang Li<sup>1</sup>, Fan Wu<sup>1</sup>, Stefan Günther<sup>1</sup>, Mario Looso<sup>1</sup>, Carsten Kuenne<sup>1</sup>, Ting Zhang<sup>1</sup>, Marion Wiesnet<sup>1</sup>, Stephan Klatt<sup>2</sup>, Sven Zukunft<sup>2</sup>, Ingrid Fleming<sup>2</sup>, Gernot Poschet<sup>3</sup>, Astrid Wietelmann<sup>1</sup>, Ann Atzberger<sup>1</sup>, Michael Potente<sup>4,5</sup>, Xuejun Yuan<sup>1,5\*</sup> and Thomas Braun<sup>1,5,6\*</sup>

#### **Table of contents:**

**Page 2-10:** Supplementary Methods

**Page 11:** References for Supplementary Methods

**Page 12-14:** Supplementary Table1: List of primers used in this study

**Page 15-16:** Supplementary Table2: List of antibodies used in this study

**Page 17-21:** Supplementary Figure 1-5: Raw data for blots and gels

**Page 22:** Supplementary Figure 6: Full panels trichrome staining of heart sections after I/R

**Page 23:** Supplementary Figure 7: Gating strategy to sort PCM1 positive adult cardiomyocyte nuclei

## METHODS

### Animals.

*Cpt1b*<sup>fl/fl</sup> mice were generated in-house by using a targeting vector purchased from the European Conditional Mouse Mutagenesis Program (EUCOMM), in which exons 10-11 of the *Cpt1b* gene are flanked by two *LoxP* sites. Generation of *Ogdh*<sup>fl/fl</sup> animals, in which exons 3 and 4 were flanked by *loxP* sites, have been described before<sup>26</sup>. *αMHC-Cre*<sup>Pos/+</sup> and *αMHC-MCM*<sup>pos/+</sup> mice were obtained from The Jackson Laboratory. C57BL/6 mice were obtained from Charles River. Primers used for genotyping are listed in [Supplementary Table 1](#). All mice were maintained in individually ventilated cages, at 22.5 °C ± 1 °C and a relative humidity of 50% ± 5% with controlled illumination (12 h dark/light cycle). Mice were given ad libitum access to food and water. Tamoxifen (Sigma) was administered intraperitoneally at 75mg/kg body weight daily for 10 days. In experiments, in which genes were inactivated by Cre recombinase-mediated recombination, corresponding Cre recombinase-expressing strains without the floxed target genes were always used as negative controls, unless indicated otherwise. *αMHC-MCM* control mice were subjected to the same tamoxifen treatment as in the actual gene inactivation experiment. All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institute of Health (NIH Publication No. 85-23, revised 1996) and according to the regulations issued by the Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) with the project number B2/1137, B2/1125, B2/2034.

### Neonatal CM isolation and culture *in vitro*

Neonatal hearts were dissected from P0-1 C57bl/6 pups, washed with ice-cold PBS, and dissociated using standard procedures. Neonatal CMs were seeded in fibronectin pre-coated culture plates (0.8-1 million per 3.5 dish or 0.25 to 0.4 million per well of 2-well chamber slides) and cultured in primary neonatal CM culture medium (80% DMEM with 4.5 g/l glucose, 20% Medium 199, 5% FCS, 100 U/ml penicillin/streptomycin). After overnight culture, chemicals were added to the medium and cells were further cultured for 72 to 96 hours before harvest. Concentrations of chemical are as follows: etomoxir 100μM (Cayman, 11969); octyl-α-ketoglutarate 500μM (Cayman, 11970); CPI-HCl 25μM (Selleckchem, S8287); R2HG 500μM (Cayman, 16366). *Kdm5b* knockdown was achieved via transfection of pooled *Kdm5b* siRNA (Dharmacon) with DharmaFECT 1 Transfection Reagent. Non-targeting pooled siRNAs were used for the Ctrl group.

### Immunofluorescence and histological analysis.

Hearts were immediately fixed in 4% PFA after dissection. For trichrome staining after I/R injury, hearts were embedded in paraffin and continuously sectioned from the apex to the ligation site. Every second section from hearts of each group was used for staining and quantification. *In vitro* cultured neonatal CMs were fixed with 4% PFA for 10min at room temperature and permeabilized (0.3% Triton X-100 and 5% BSA) for 1 hour at room temperature. To determine surface area of CMs, approximately randomly selected 120 CMs from 5-6 paraffin sections of each heart sample were measured using the Image J software tool. The sarcomere density of isolated adult CM was analyzed using the Image J software tool. For other quantifications, either using isolated CMs or tissue sections, hundreds of CMs were analyzed for each individual heart. Values from each group of CMs (or sections) were averaged and are presented as one sample (n=1). For experiments with neonatal CMs, values for each sample represent the results obtained from one isolation of CMs from pooled neonatal hearts. Antibodies for immunofluorescence staining are listed in [Supplementary Table 2](#). Microscopic images were acquired with a fluorescence stereomicroscope (Leica M205 FA). Immunofluorescence images were acquired with a fluorescence microscope (ZEISS Imager Z1)

and Leica SP8 Confocal microscope. Acquisition of histological image was performed with a light microscope (Zeiss Axioplan2). Image processing was done with ZEN 2 Imaging Software, Leica SP8 - software LAS X 3.5.7.23225.

### **EdU incorporation assay**

EdU and other reagents were prepared according to the manufacturer's instruction (ThermoFisher C10339). *In vivo* EdU incorporation assays were done according to previous publications<sup>45</sup>. To analyze EdU incorporation in cultured neonatal CMs, cells in 2-well chamber slides were labeled with 10  $\mu$ M EdU for 12 hrs. After two times washing with pre-warmed PBS, cells were fixed with 4% PFA for 10min at room temperature and EdU incorporation was visualized using the Click-iT EdU kit (Invitrogen), following the manufacturer's protocol.

### **Western blot assays**

Freshly isolated or cultured cells were washed with ice-cold PBS and lysed in cell lysis buffer (20 mM Tris (pH 7.5), 400 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 1 $\times$  Complete Protease Inhibitor Cocktail (Roche Diagnostics)) for 10 min on ice, followed by sonication using the Bioruptor (Dianagene) at 4°C for 5 min. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes (Millipore, Billerica, MA). Proteins detected by antibodies were visualized using an enhanced chemiluminescence detection system (GE Healthcare) and quantified using the ChemiDoc gel documentation system (Bio-Rad). Antibodies and dilutions used in this study are listed in [Supplementary Table 2](#).

### **Adult cardiomyocyte isolation and *in vitro* culture**

Isolation of adult CMs was performed as described previously<sup>46</sup>. In brief, dissected hearts were cannulated via the aorta and retrogradely perfused with calcium-free buffer. Cannulated hearts were enzymatically digested by perfusion with enzyme buffer solution and cut off from the cannula. Atria were separated, and ventricles were minced in Enzyme Buffer. After gentle pipetting, myocytes were centrifuged at 500 rpm for 1 min and cell pellets containing CM fractions were re-suspended in Stop Buffer. The calcium content of the cell suspension was then stepwise adjusted to 1 mM and CM-containing cell pellets were re-suspended in M199 cell culture medium, supplemented with creatinine, L-carnitine, HEPES, penicillin/streptavidin, 5% FCS, and insulin-transferrin-sodium selenite media supplement. Cells were seeded in laminin pre-coated dishes and maintained in a humidified incubator at 37°C and 5 % CO<sub>2</sub>. To determine CM numbers in adult hearts, the dissected heart was washed with ice-cold PBS and fixed with 1% PFA overnight. After washing with ice-cold PBS, hearts were cut into 1-2mm<sup>3</sup> pieces and incubated with digestion buffer (PBS containing 0.5U/ml collagenase B (Roche #11088807001) and 0.2% NaN<sub>3</sub>) with constant shaking at 1000 rpm at 37°C. Every 12-24 hours, digested CM was collected, and new digestion buffer was added until the heart was fully digested. CMs were pooled, plated into a Sedgewick rafter chamber, and counted therein.

### **Oxygen consumption rate (OCR) measurement with Agilent Seahorse XF**

Adult CMs were isolated and seeded at a density of 6000 cells per well in a 96 well plate for Seahorse measurements (Agilent Seahorse XFe96 Analyzer). Cells were washed with PBS and Seahorse base medium after attachment to the plate. The following substrates were added as energy substrates to the medium 1 hour before OCR measurements: Glucose 5mM (Sigma), Pyruvate 0.2mM (Sigma), Glutamine 4mM (Sigma), Palmitate-BSA 0.2mM (Agilent), BSA Ctrl (Agilent), Carnitine 0.2mM (Sigma), Valine 1mM (Sigma), Isoleucine 1mM (Sigma), Leucine 1mM (Sigma), Sodium propionate 0.05mM (Sigma), Sodium acetate 0.05mM (Sigma), Sodium octanoate 0.1mM (Sigma), Sodium decanoate 0.1mM (Sigma). The OCR was measured using the Mito Stress Test kit (Agilent). The following inhibitors were injected: Oligomycin (2 $\mu$ M), FCCP (2 $\mu$ M), Rotenone and antimycin A (1 $\mu$ M).

### **MRI and data processing**

Cardiac MRI measurements were performed using a 7.0 T Bruker Pharmascan (Bruker, Ettlingen, Germany) equipped with a 760 mT/m gradient system, using a cryogenically cooled 4 channel phased array element 1H receiver-coil (CryoProbe), a 72 mm room temperature volume resonator for transmission, and the IntraGate<sup>TM</sup> self-gating tool<sup>47</sup>. ECG parameters were adapted for one heart slice and transferred afterwards to the navigator signals of the remaining slices. Thus, in-phase reconstruction of all pictures was guaranteed. Measurements are based on the gradient echo method (repetition time = 6.2 ms; echo time = 1.3 ms; field of view = 2.20x2.20 cm; slice thickness = 1.0 mm; matrix = 128 x 128; oversampling = 100). The imaging plane was localized using scout images showing the 2- and 4-chamber view of the heart, followed by acquisition of images in short axis view, orthogonal on the septum in both scouts. Multiple contiguous short-axis slices consisting of 7 to 10 slices were acquired for complete coverage of the left and right ventricle. Mice were measured under isoflurane (1.5 – 2.0 % in oxygen and air with a flow rate of 1.0 l/min) anesthesia. Body temperature was maintained at 37°C by a thermostatically regulated water flow system during the entire imaging protocol. MRI data were analyzed using Qmass digital imaging software (Medis Imaging Systems, Leiden, Netherlands).

### **FACS-based isolation of cardiac nuclei**

Ventricles were washed with ice-cold PBS after dissection and snap frozen in liquid N<sub>2</sub>. For cardiac nuclei isolation, the frozen ventricle was thawed in 3ml lysis buffer (5 mM CaCl<sub>2</sub>, 3 mM MgAc, 2 mM EDTA, 0.5 mM EGTA, and 10 mM Tris-HCl, pH 8) in M-tubes (Miltenyi Biotec) and homogenized using the gentleMACS Dissociator (Miltenyi Biotec), following the manufacturer's protocol (protein\_01). The resultant homogenate was mixed with lysis buffer containing 0.4% Triton X-100, incubated on ice for 10 min, and subsequently filtered through 40µm cell strainers (BD Bioscience). The flow-through was subjected to centrifugation at 1000 g for 5min at 4°C to harvest nuclei. Nuclei were further purified by centrifugation at 1000g for 5 min at 4°C through a 1M sucrose cushion (3 mM MgAc, 10 mM Tris-HCl, pH8) and then stained with a PCM1 antibody in nuclei stain buffer (DPBS, 1% BSA, 0.2% Igepal CA-630, 1 mM EDTA). DNA was stained by DAPI before FACS. FACS was done using a FACS Aria<sup>TM</sup> III (BD Biosciences). Quantification of PCM<sup>+</sup> cardiac nuclei and DNA content was performed with the LSR Fortessa (BD Biosciences) analyzer. Data acquisition and analysis were accomplished using the BD FACS Diva v8 software. The gating strategy is shown in [Supplementary Figure 7](#).

### **RNA-seq and data analysis**

RNA was extracted from isolated adult CMs using the Direct-zol Total Kit (Zymo Research) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified using the LabChip Gx Touch 24 (Perkin Elmer). 200ng of total RNA was used as input for the SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Clontech) following the manufacturer's instructions. Sequencing was performed on a NextSeq500 instrument (Illumina) using v2 chemistry, resulting in an average of 22M reads per library with 1x75bp single end setup. Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Trimmomatic version >=0.36 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides<sup>48</sup>. Only reads of at least 15 nucleotides were cleared for subsequent analyses. Trimmed and filtered reads were aligned versus mouse genome version mm10 (GRCm38.p5) using STAR >=2.5.4b with the parameters "--outFilterMismatchNoverLmax 0.1 --alignIntronMax 200000"<sup>49</sup>. The number of reads aligning to genes was counted with

featureCounts  $\geq 1.6.0$  from the Subread package<sup>50</sup>. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version  $\geq 1.14.0$ <sup>51</sup>. Genes were classified to be significantly differentially expressed (DEG) with a P-Value  $< 0.05$ . Annotations were enriched using UniProt data (release 24.03.2017) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)).

### **Chromatin immunoprecipitation (ChIP), ChIP-seq, and data analysis**

Chromatin was prepared using the truChIP Chromatin Shearing Kit (COVARIS) and sheared to an average size of 200–500 bp by sonication (Diagenode Bioruptor). Protein-DNA complexes were immunoprecipitated with IgG or KDM5B antibodies, followed by incubation with Protein A/G magnetic beads (Dynabeads, Invitrogen). For ChIP-qPCR, beads were washed and protein-DNA complexes were eluted and purified using 10% chelex-100 (w:v, Bio-Rad Laboratories) in Tris-EDTA. Immunoprecipitated chromatin was analyzed by qPCR using SYBR Green quantitative real time analysis with primers that are listed in [Supplementary Table 1](#). ChIP-seq experiments were performed according to standard protocols. Briefly, FACS-purified cardiac nuclei were first cross-linked with 1% formaldehyde for 5 min and then quenched using reagents from the truChIP Chromatin Shearing Kit (COVARIS) for 10 min at RT. Chromatin was sheared to an average size of 200–500 bp by sonication (Diagenode Bioruptor). Protein-DNA complexes were eluted from beads by incubation with 50  $\mu$ l elution buffer (10 mM Tris-HCl pH 7.4, 5 mM EDTA, 300 mM NaCl, 0.5% SDS) at RT for 5 min and treated with 1  $\mu$ g DNase free-RNase (Roche) at 37°C for 30 min. After incubation with 25  $\mu$ g of proteinase K (10 mg/ml), 1  $\mu$ g Glycogen at 37°C for 2 hours, samples were heated at 65°C with constant shaking at 1350 rpm overnight. DNA was purified using the MinElute® PCR purification Kit (Qiagen) and quantified by the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). 0.5-10 ng of DNA was used as input for the TruSeq ChIP Library Preparation Kit (Illumina) with the following modifications: libraries were size selected by the SPRI-bead based approach after final PCR with 18 cycles instead of gel-based size selection before the final PCR step. Samples were first cleaned-up with a 1 $\times$  bead:DNA ratio to eliminate residuals from the PCR reaction, followed by a 2-sided-bead cleanup step with a 0.6 $\times$  bead:DNA ratio to exclude larger fragments. Supernatants were transferred to new tubes and incubated with additional beads using a 0.2 $\times$  bead:DNA ratio to eliminate small fragments, such as adapters and primer dimers. Bead-bound DNA was washed with 80% ethanol, dried and re-suspended in TE buffer. Library integrity was verified with the LabChip Gx Touch 24 instrument (Perkin Elmer). Sequencing was performed on a NextSeq500 instrument (Illumina) using v2 chemistry with a 1 $\times$ 75bp single end setup.

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Trimmomatic version 0.39 was employed to trim reads at a quality drop below a mean of Q15 in a window of 5. Only reads of at least 15 nucleotides were cleared for subsequent analyses. Trimmed and filtered reads were aligned versus mouse genome version mm10 (GRCm38) using STAR 2.6.1d with the parameters “--outFilterMismatchNoverLmax 0.1 --outMultimapperOrder Random --outSAMmultNmax 1 --outFilterMultimapNmax 1 --alignEndsType EndToEnd --alignIntronMax 1”. These options exclude spliced and multi-mapping alignments. Reads were further de-duplicated using Picard 2.21.7 (<https://github.com/broadinstitute/picard/releases/tag/2.21.7>) to reduce PCR artefacts leading to multiple copies of the same original fragment. The MUSIC peakcaller (version of Dec. 2015) was employed in punctate mode to identify enriched regions when comparing the respective ChIP to input samples. MUSIC FDR was set to 0.2. Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded. In order to compare peaks in different samples for assessment of reproducibility, the resulting lists of significant peaks were

overlapped and unified to represent identical regions. Sample counts for union peaks were produced using bigWigAverageOverBed (UCSC Toolkit) and normalized with DESeq2 1.26.0 to compensate for differences in sequencing depth, library composition, and efficiency. Peaks were annotated with the promoter of the nearest gene (TSS  $\pm$  5000 nt) using reference data of GENCODE vM15. Peaks were classified to be significantly differentially present with P-Value  $< 0.05$  as produced by DESeq2. Peaks visualization was done with IGV 2.3.52. Peaks were divided into 3 groups based on peak widths (Broad:  $>75\%$ , Medium:  $75\% - 25\%$ , Narrow:  $<25\%$ ). DESeq normalized peak counts were log2-transformed and used as input for a One-way ANOVA analysis with Graphpad Prism 9. Pairwise comparisons were corrected for multiple testing by controlling the FDR with the two-stage step-up method of Benjamini, Krieger and Yekutieli.

### **Ischemia/Reperfusion (I/R) injury and measurement of area at risk (AAR) and infarct area out of AAR**

Animals were anesthetized using 4.5% isoflurane and subjected to endotracheal intubation with a 22 Gauge intravenous catheter. Mice were placed on a 37°C heating plate in the supine position and ventilated at a rate of 225 strokes/min and a stroke volume of 250  $\mu$ l with a mixture of oxygen and 1.5% isoflurane using a MiniVent rodent ventilator. Chest hair was removed, skin disinfected and opened with a small incision of several mm length from the left armpit to the sternal border. Pectoralis major and minor muscles were separated, the chest was opened in the 3rd intercostal space, and retractors were inserted. Next, the pericardium was opened to access the heart. The left coronary artery was ligated for 30min and reopened for reperfusion in a proximal position using a prolene suture (7-0). The retractors were removed, the chest wall was closed by bringing together the 2nd and 3th rib using a vicryl suture (5-0). The muscles were placed into their original position and the skin incision was closed with vicryl (5-0). Mice were ventilated with oxygen until awakening, followed by extubation, and placement into their cages. 24 hours after I/R surgery, the animals were scarified for AAR and infarct area out of AAR measurement, for which hearts were removed and the aorta quickly cannulated for an injection of 500 $\mu$ l 1% Evan's Blue solution into the ventricle. Hearts were kept on ice cold saline for further investigations. Afterward, the heart was frozen and sliced at 0.5mm. Heart sections were subsequently stained with TTC solution (1% in PBS) at 37 °C for 30min and then fixed with formalin solution.

### **Viability assay of adult CM under hypoxic condition**

Freshly isolated adult CMs seeded in chamber slides were cultured either under normoxia or in a hypoxia chamber with 1% O<sub>2</sub>, 5% CO<sub>2</sub> at 37 °C for 18 hours. Cells were washed at room temperature with PBS and incubated with PBS containing EthD1 (4  $\mu$ M) and calcineurin (2  $\mu$ M) for 45 min at RT. Immunofluorescence images were acquired with a Zeiss Imager Z1 microscope.

### **Metabolic flux assays and targeted metabolic analysis**

Metabolic flux assays were performed with isolated Langendorff-perfused hearts from *Ctrl<sup>Cre</sup>* and *Cpt1b<sup>CKO</sup>* mice. Hearts were quickly excised and cannulated via the aorta. The cannulated heart was connected to a perfusion column apparatus maintained at 37 °C using a temperature-controlled water bath. Hearts were perfused retrogradely for 60 min with Krebs-Henseleit (KH) buffer with the following substrates: Glucose 8 mM; Pyruvate 0.12 mM; Palmitate-BSA 0.4 mM; Isoleucine 0.176 mM. In each perfusion assay, only one metabolite was replaced by a <sup>13</sup>C-labelled metabolite (<sup>13</sup>C-Glucose, <sup>13</sup>C-Isoleucine or <sup>13</sup>C-Palmitate-BSA). Subsequently, hearts were snap-frozen, pulverized in liquid nitrogen and subjected to metabolite extraction (acyl-CoAs or metabolites of the Krebs cycle) and quantification via LC-MS QQQ. Metabolic flux assays and  $\alpha$ -ketoacids measurements were done using tissue from isolated hearts after

perfusion with different substrates as indicated. Measurements of Krebs Cycle metabolites and standardized targeted metabolic analysis were done with isolated adult CMs.

### **Quantification/Analysis of acyl-CoAs from $^{13}\text{C}$ -perfused heart**

Pulverized heart samples were solubilized in 20  $\mu\text{L}/\text{mg}$  of 10% trichloroacetic acid in water. Samples were shortly vortexed and sonicated in an ice-bath for 30 sec. Sonication was repeated 5-6-times until homogenization was reached. To remove proteins and insoluble material, samples were centrifuged at 14000 rpm at 4°C for 10min. Next, samples were subjected to solid phase extraction (SPE) via the *Waters Positive Pressure-96* Processor, required to remove salts and phospholipids. Supernatants were directly loaded onto Oasis PRiME HLB plates (Waters; 1cc, 30 mg sorbent per well). The plates were washed with 1 mL of MilliQ water and bound acyl-CoAs were eluted with 650  $\mu\text{L}$  of 100% methanol (containing 25 mM ammonium acetate). The eluate was diluted with 2-times the volume of MilliQ water, frozen at -80 °C and subsequently freeze-dried using the Alpha 3-4 LSCbasic system (Martin Christ, Osterode am Harz/Germany). Dried samples were reconstituted in 80  $\mu\text{L}$  of 85% acetonitrile (AcN:H<sub>2</sub>O, 85:15, v/v), centrifuged at 14000 rpm at 4 °C for 10 min, transferred to MS glass vials, and subjected to mass spectrometric analysis.

In detail, 5  $\mu\text{L}$  of each sample was injected via an Infinity II Bio liquid chromatography system into a 6495C triple quadrupole mass spectrometer (both Agilent Technologies, Waldbronn/Germany). Acyl-CoAs were separated on an InfinityLab Poroshell 120 HILIC-Z column (2.1x150 mm, 2.7  $\mu\text{m}$ ; Agilent Technologies) by using the following mobile phase binary solvent system and gradient at a flow-rate of 0.4 mL/min: Mobile A consisted of 100% water with 20 mM ammonium acetate and 5  $\mu\text{M}$  medronic acid at a pH of 9.3. Mobile phase B consisted of 100% acetonitrile. The following 27 min gradient program was used: 0 min 85% B, 0-1 min 85% B, 1-8 min 75% B, 8-12 min 60% B, 12-15 min 10% B, 15-18 min 10% B, 18-19 min 85% B, 19-27 min 85% B. The column compartment was set to 15 °C. Metabolites were detected with authentic standards and/or via their accurate mass, fragmentation pattern and retention time in positive ionization dynamic MRM AJS-ESI mode, and quantified (where appropriate) via a calibration curve. The isotopologues of each acyl-CoA were detected by using the acyl-specific fragment and the influx of 2- $^{13}\text{C}$  units into the acyl backbone. For example, the following isotopologues of octanoyl-CoA were included: octanoyl-8- $^{12}\text{C}$ -CoA, octanoyl-2- $^{13}\text{C}$ -CoA, octanoyl-4- $^{13}\text{C}$ -CoA, octanoyl-6- $^{13}\text{C}$ -CoA and octanoyl-8- $^{13}\text{C}$ -CoA. The gas temperature of the mass spectrometer was set to 200 °C and the gas flow to 14 L/min. The nebulizer was set to 40 psi. The sheath gas flow was set to 12 L/min, with a temperature of 375°C. The capillary voltage was set at 4000 V with a nozzle voltage of 500 V. The voltages of the High-Pressure RF and Low-Pressure RF were set to 150/60 V, respectively.

Metabolite peaks were annotated with Skyline-daily (version 22.2.1.278) and the concentration was calculated with GraphPad Prism 9.

### **Quantification/Analysis of Krebs cycle metabolites from the $^{13}\text{C}$ -perfused heart**

Pulverized heart samples were solubilized in 20  $\mu\text{L}/\text{mg}$  of methanol extraction buffer (containing 1 mM TCEP, 1mM ascorbic acid and 0.1% formic acid in 85:15 methanol:H<sub>2</sub>O; with the internal standard of dimethyl-3-hydroxyglutarate at a concentration of 0.1 mM). Samples were shortly vortexed and sonicated in an ice-bath for 30 sec. Sonication was repeated 6-8-times until homogenization was reached, and the homogenate was further incubated on ice for 10 min. Next, samples were centrifuged at 14000 rpm at 4°C for 10min to remove protein and insoluble material. Supernatants were mixed with 2-times the volume of MilliQ water, frozen at - 80 °C, and subsequently freeze-dried (as above). Dried samples were reconstituted in 50  $\mu\text{L}$  of 0.1% formic acid in MilliQ water, centrifuged at 14000 rpm at 4°C for 10 min, transferred to MS glass vials, and subjected to mass spectrometric analysis.

In detail, 5 µl of each sample was injected via an Infinity II Bio liquid chromatography system into a 6495C triple quadrupole mass spectrometer (both Agilent Technologies, Waldbronn/Germany). Metabolites were separated on an Acquity UPLC HSS T3 column (RRHD 2.1x150mm, 1.8µm; Waters) by using the following mobile phase binary solvent system and gradient at a flow-rate of 0.3 mL/min: Mobile A consisted of 100% water with 0.1% formic acid and mobile phase B consisted of 100% acetonitrile with 0.1% formic acid. The following 15 min gradient program was used: 0 min 1% B, 0-2 min 1% B, 2-8 min 50% B, 8-8.1 min 99% B, 8.1-11 min 99% B, 11-11.1 min 1% B, and 11.1-15 min 1% B. Further, there was a post-time of 2 min at 1 % B. The column compartment was set to 40°C. Metabolites were detected with authentic standards and/or via their accurate mass, fragmentation pattern and retention time in negative ionization dynamic MRM AJS-ESI mode, and quantified (where appropriate) via a calibration curve. The isotopologues of each metabolite were detected by including partially to fully <sup>13</sup>C-labelled fragments. The gas temperature of the mass spectrometer was set to 240 °C and the gas flow to 19 L/min. The nebulizer was set to 50 psi. The sheath gas flow was set to 11 L/min, with a temperature of 400°C. The capillary voltage was set at 1000 V with a nozzle voltage of 500 V. The voltages of the High-Pressure RF and Low-Pressure RF were set to 100/70 V, respectively. Metabolite peaks were annotated with Skyline-daily (version 22.2.1.278) and the concentration was calculated with GraphPad Prism 9.

### **Quantification of Krebs Cycle metabolites**

Isolated CM were homogenized in 85% methanol (4 µl/10,000 cells), and the homogenate was centrifuged at 10,000 g for 5 minutes at 4°C. An equal volume of supernatant was collected and isotope labeled internal standard were added. The samples were dried by evaporation in a ConcentratorPlus (Eppendorf, Wesseling-Berzdorf, Germany) and were reconstituted in 50 µl water, transferred to autosampler vials and subsequently analyzed by LC-MS/MS.

Liquid chromatography was performed on an Agilent 1290 Infinity LC system (Agilent, Waldbronn, Germany). Reversed-phase separation was performed using a Waters Acquity UPLC HSS T3 column (150 mm × 2.1 mm, 1.8 µm) at 40°C. Gradient elution was performed with 0.15% formic acid in water (mobile phase A) and 0.15% formic acid in acetonitrile (mobile phase B) at a flow rate of 0.4 mL/min. Gradient conditions were 2% B for 1.5 min, followed by a 3 min gradient to 100% B, followed by a cleaning and equilibration step, resulting in a 10 min total LC run time. Injection volume was 2.5 µl for all samples. Autosampler temperature was set to 6°C. Mass spectrometry was performed on a QTrap 5500 mass spectrometer (Sciex, Darmstadt, Germany) equipped with an ESI TurboIonSpray source. Electro spray ionization was set to 400°C and -4500 V in negative ionization mode was employed. Ion source gas parameters were as follows: CUR 30 psi, GS1 45 psi, GS2 25 psi. The specific MRM transition for every compound was normalized to appropriate isotope labeled internal standards. Calibration curves were performed with authentic standards. Analyst 1.6.2 and MultiQuant 3.0 (both from Sciex, Darmstadt, Germany) were used for data acquisition and analysis, respectively.

### **Standardized metabolic profiling using the AbsoluteIDQ® p400 HR and the MxP® Quant p500 kits**

Two standardized metabolic profiling kits from Biocrates to quantify more than 400 (p400) and up to 630 (p500) metabolites respectively. In brief, isolated CM were homogenized in 85% methanol (4 µl/10,000 cells), and the homogenate was centrifuged at 10000 g for 5 minutes at 4°C. Next, 10 µL of the supernatants (samples and blanks) were transferred onto the provided 96-well plates and processed according to the manufacturer's protocols (p400 and p500 kits). Each 96-well plate also contained calibrators and internal standards. Samples were dried under nitrogen in a TurpoVap (Biotage, Uppsala, Sweden) for 30 minutes. Next, 50 µL of a 5% phenyl

isothiocyanate solution was added to each well to derivatize amino acids and secondary amines. The plates were incubated at RT for 20 min (p400) or 60 min (p500), and then dried again under nitrogen stream. Next, 300  $\mu$ L of a 5 mM ammonium acetate in methanol solution was added to each well. The 96-well plates were incubated at RT for 30 min on a shaker at 450 rpm, followed by a 2 min centrifugation step at 500 g. For LC-MS/MS analysis, 150  $\mu$ L of the eluate was transferred to a new 96-well plate and diluted 1:1 with MilliQ water. For the FIA-MS/MS analysis, 250  $\mu$ L (p400) and 490  $\mu$ L (p500) of FIA solvent (Biocrates) were added to 10  $\mu$ L of each extract. All plates were shaken for 5 min at 450 rpm.

LC-MS/MS and FIA-MS/MS measurements were performed in the following way: P400: Metabolites were analyzed by using an Accela UHPLC system coupled to a Q-Exactive classic (both Thermo Fisher Scientific, Dreieich/Germany). 5  $\mu$ L of each sample was injected onto a Biocrates Absolute IDQ column. The mobile phases for the LC-MS/MS set-up consisted of 0.2% formic acid in MilliQ water (solvent A) and 0.2% formic acid in acetonitrile (solvent B). The following gradient was used at a flow rate of 860  $\mu$ L/min: 0-0.25 min 0% B, 1.5 min 12% B; 2.7 min 17.5% B; 4 min 50% B; 4.50 min 95% B; 5.25-5.80 min 0% B. The column oven temperature was set to 50°C. Xcalibur 4.0 software (Thermo Scientific, Dreieich, Germany) was used for data acquisition and calculation of molar concentrations. For FIA-MS/MS analysis, 20  $\mu$ L per sample was directly injected into the MS, with an isocratic flow of methanol containing 3.33% Biocrates Solvent I at a flow rate of 95  $\mu$ L/min. Data evaluation for LC- and FIA-methods was performed with the MetIDQ 6.0 software (Biocrates, Innsbruck/Austria). P500: Here, metabolites were analyzed by using a 1290 Infinity LC system (Agilent Technologies, Waldbronn, Germany) coupled to a QTrap 5500 mass spectrometer (Sciex, Darmstadt/Germany). LC-/FIA gradient and mass spectrometric parameters were set according to the manufacturer's protocols, and metabolites were analyzed using internal standards and the MRM settings provided by Biocrates.

### **Quantification of branched-chain $\alpha$ -ketoacids**

To measure branched-chain  $\alpha$ -ketoacids, 30 mg of homogenized heart tissue was extracted with 300  $\mu$ L cold 1M perchloric acid. Insoluble material was removed by centrifugation for 10 min at 25.000g. For derivatization with DMB (1,2-diamino-4,5-methylenedioxybenzene), 30  $\mu$ L extract were mixed with 30  $\mu$ L DMB reagent (5mM DMB, 20mM sodium hydrosulfite, 1M 2-mercaptoethanol, 1.2M HCl) and incubated at 100°C for 45 min. After 10 min centrifugation, the reaction was diluted with 240  $\mu$ L 10% acetonitrile and the derivatized ketoacids were separated by reversed phase chromatography on an Acquity HSS T3 column (100 mm x 2.1 mm, 1.7  $\mu$ m, Waters) connected to an Acquity H-class UPLC system. The column was heated to 40°C prior to separation and equilibrated with 5 column volumes of solvent A (0.1% formic acid and 10% acetonitrile) at a flow rate of 0.55 ml/min. Baseline separation of DMB derivates was achieved by increasing the concentration of acetonitrile (B) in buffer A as follows: 2 min 2% B, 4.5 min 15% B, 10.5 min 38% B, 10.6 min 90% B, hold for 2 min, and return to 2% B in 3.5 min. The separated derivates were detected by fluorescence (Acquity FLR detector, Waters, excitation: 367 nm, emission: 446 nm) and quantified using ultrapure standards (Sigma). Data acquisition and processing was performed with the Empower3 software suite (Waters).

### **Lentiviral transduction of CMs**

HEK293T cells were grown in DMEM (Sigma) supplemented with 10% FCS (Sigma), 2mM L-Glutamine, 100U Penicillin, and 100  $\mu$ g /ml Streptomycin at 37°C, 5% CO<sub>2</sub>. HEK293T cells (2x10<sup>6</sup>/10 cm dish) were transfected with 5  $\mu$ g pLJM1-Kdm5b, or pLJM1-Idh3b or pLJM1-Idh3g, 4.5  $\mu$ g psPAX2 (Addgene, #12260), and 0.5  $\mu$ g pMD2.G (Addgene, #12259) using the Turbofect transfection reagent and Opti-MEM™ for 6-8 hours. The supernatants containing lentiviral particles were collected at 48 and 72 hours after transfection and pooled. Lentiviruses

were filtered through a 0.45  $\mu$ M cell strainer to remove HEK293T cells and concentrated with a Lenti-X concentrator according to the manufacturer's instruction (TaKaRa, 631231). Primary neonatal CMs were infected in suspension with Polybrene (8 $\mu$ g/ml) for 6 to 8 hours.

### **RT-qPCR gene expression analysis and assessment of mitochondrial DNA copy numbers**

Total RNA was extracted using the TRIzol reagent (Invitrogen) according to the manufacturer's instruction. RNA was reverse-transcribed with Superscript II (Invitrogen) following standard procedures. Real-time PCR was performed with 2 technical replicates using StepOne™ Real time PCR system and KAPA SYBR® FAST qPCR Master Mix (KAPA Biosystems, CH). Relative quantitation of gene expression was performed using the  $\Delta\Delta$ CT method. The Ct values of the target genes were normalized to expression of the *36b4* gene using the equation  $\Delta$ Ct = Ct<sub>reference</sub> – Ct<sub>target</sub> and expressed as  $\Delta$ Ct. Relative mRNA expressions were shown with the average from control samples set as 1. Mitochondrial DNA copy numbers were determined using DNA extracted from isolated adult CMs. The data were normalized to internal controls (*H19* or *Mx1*) and cell numbers. Primers and PCR conditions are listed in [Supplementary Table 1](#).

### **Electron microscopy**

Hearts were isolated and fixed in 1.5% glutaraldehyde (v/v), 1.5% paraformaldehyde (v/w) in 0.15 M HEPES (v/w), pH 8.0 at 4 °C for at least 24 h, and subsequently incubated with 1 % osmium tetroxide for 2 hours. Samples were stained en bloc with 50 % saturated watery uranyl acetate, followed by sequential ethanol dehydration (30%, 50%, 75%, 95%), and embedded in Agar 100. Ultrathin sections were cut using an ultramicrotome and image acquisition was performed with a Philips CM10 electron microscope. All images were captured with a slow-scan 2K CCD camera.

### **Statistical analysis.**

For all quantitative analyses, a minimum of three biological replicates was analyzed. Statistical tests were selected based on the assumption that sample data are from a population following a probability distribution based on a fixed set of parameters. Student's t-tests were used to determine the statistical significance of differences between two groups. One-way ANOVA was used for multiple comparison tests. The following values were considered to be statistically significant: \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001. Calculations were done using the GraphPad Prism 9 software package. Data are always represented as mean  $\pm$  the standard error of the mean. No statistical method was used to predetermine sample size.

## References for Methods:

- 45 Richardson, G. D. Simultaneous Assessment of Cardiomyocyte DNA Synthesis and Ploidy: A Method to Assist Quantification of Cardiomyocyte Regeneration and Turnover. *J Vis Exp* (2016). <https://doi.org/10.3791/53979>
- 46 O'Connell, T. D., Rodrigo, M. C. & Simpson, P. C. Isolation and culture of adult mouse cardiac myocytes. *Methods Mol Biol* **357**, 271-296 (2007). <https://doi.org/10.1385/1-59745-214-9:271>
- 47 Larson, A. C. *et al.* Self-gated cardiac cine MRI. *Magn Reson Med* **51**, 93-102 (2004). <https://doi.org/10.1002/mrm.10664>
- 48 Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014). <https://doi.org/10.1093/bioinformatics/btu170>
- 49 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013). <https://doi.org/10.1093/bioinformatics/bts635>
- 50 Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014). <https://doi.org/10.1093/bioinformatics/btt656>
- 51 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014). <https://doi.org/10.1186/s13059-014-0550-8>

## SUPPLEMENTARY TABLES

**Supplementary Table 1:** List of primers used in this study

| Name        | Primer sequence (5'-->3') | Application |
|-------------|---------------------------|-------------|
| Slc2a1 qF   | CAGTTCGGCTATAACACTGGTG    | qPCR        |
| Slc2a1 qR   | GCCCCCGACAGAGAAGATG       | qPCR        |
| Slc2a4 qF   | GTGACTGGAACACTGGTCCTA     | qPCR        |
| Slc2a4 qR   | CCAGCCACGTTGCATTGTAG      | qPCR        |
| Ldhb qF     | CATTGCGTCCGTTGCAGATG      | qPCR        |
| Ldhb qR     | GGAGGAACAAGCTCCCGTG       | qPCR        |
| Pfkm qF     | TGTGGTCCGAGTTGGTATCTT     | qPCR        |
| Pfkm qR     | GCACTTCCAATCACTGTGCC      | qPCR        |
| Cpt1a qF    | CTCCGCCTGAGCCATGAAG       | qPCR        |
| Cpt1a qR    | CACCAGTGATGATGCCATTCT     | qPCR        |
| Cpt1b qF    | TCTAGGCAATGCCGTTTAC       | qPCR        |
| Cpt1b qR    | GAGCACATGGGCACCATAC       | qPCR        |
| Acta1 qF    | CCCAAAGCTAACCGGGAGAAG     | qPCR        |
| Acta1 qR    | CCAGAATCCAACACGATGCC      | qPCR        |
| Nppa qF     | GCTTCCAGGCCATATTGGAG      | qPCR        |
| Nppa qR     | GGGGGCATGACCTCATCTT       | qPCR        |
| Nppb qF     | GAGGTCACCTCCTATCCTCTGG    | qPCR        |
| Nppb qR     | GCCATTTTCTCCGACTTTTCTC    | qPCR        |
| Ldha qF     | TGTCTCCAGCAAAGACTACTGT    | qPCR        |
| Ldha qR     | GACTGTACTTGACAATGTTGGGA   | qPCR        |
| Atp2a2 qF   | GAGAACGCTCACACAAAGACC     | qPCR        |
| Atp2a2 qR   | CAATTCGTTGGAGCCCCAT       | qPCR        |
| Pln qF      | AAAGTGCAATACCTCACTCGC     | qPCR        |
| Pln qR      | GGCATTTCAATAGTGGAGGCTC    | qPCR        |
| Slc8a1 qF   | CTTCCCTGTTTGTGCTCCTGT     | qPCR        |
| Slc8a1 qR   | AGAAGCCCTTTATGTGGCAGTA    | qPCR        |
| Ryr2 qF     | ACGGCGACCATCCACAAAG       | qPCR        |
| Ryr2 qR     | AAAGTCTGTTGCCAAATCCTTCT   | qPCR        |
| Cacna1c qF  | CCTGCTGGTGGTTAGCGTG       | qPCR        |
| Cacna1c qR  | TCTGCCTCCGTCTGTTTAGAA     | qPCR        |
| Cacna2d1 qF | GTCACACTGGATTTTCTCGATGC   | qPCR        |

|                 |                                        |           |
|-----------------|----------------------------------------|-----------|
| Cacna2d1 qR     | GGGTTTCTGAATATCTGGCCTGA                | qPCR      |
| mtDNA1 qF       | CTCTTATCCACGC TTCCGTTACG               | qPCR      |
| mtDNA1 qR       | GATGGTGGTACTCCCGCTGTA                  | qPCR      |
| mtDNA2 qF       | CCCATTCCTACTTCTGATTACC                 | qPCR      |
| mtDNA2 qR       | ATGATAGTA GAGTTGAGTAGCG                | qPCR      |
| H19 qF          | GTACCCACCTGTCGTCC                      | qPCR      |
| H19 qR          | GTCCACGAGACCAATGACTG                   | qPCR      |
| Mx1 qF          | GACATAAGGTTAGCAGCTAAAGGATCA            | qPCR      |
| Mx1 qR          | TCTCCGA TTAACCAGGCTAGCTAT              | qPCR      |
| Tnni3 Exon1 F   | GGGGACCAGTGGGCAGGGGAACC                | ChIP-qPCR |
| Tnni3 Exon1 R   | GGCGTGTGGCTCGGTGGCATAGG                | ChIP-qPCR |
| Tnni3 Exon6 F   | CAATCTCCAGCCTCCCTCTCAGCATCCAC          | ChIP-qPCR |
| Tnni3 Exon6 R   | TCCAGGCTTCCCCGGGCTCCC                  | ChIP-qPCR |
| Mylk3 -4.5Kb F  | GCAAACCTGGTCAAACCTCAAAGCAAATG<br>TATG  | ChIP-qPCR |
| Mylk3 -4.5Kb F  | TGTGTGCAGGCTGGATAGTAGAGGAGTT<br>GG     | ChIP-qPCR |
| Mylk3 Exon13 F  | AGGTCTCATATGCTGCTTGCTCCCCCG            | ChIP-qPCR |
| Mylk3 Exon13 R  | CCTAATTCTCCCTCTTCCATACCTCACTC<br>CCTAC | ChIP-qPCR |
| Myocd -532bp F  | AGAACGCGCTGGAGCCTGGGCC                 | ChIP-qPCR |
| Myocd -532bp R  | TGAATCCAAAGAGAACATCCAACCACAG<br>GG     | ChIP-qPCR |
| Myocd Intron1 F | GTGCATGGCTGACCCCGGTGGC                 | ChIP-qPCR |
| Myocd Intron1 R | TGGATGGGACACTCTGGGGATTTCTTGAA          | ChIP-qPCR |
| Myocd Exon14 F  | GACAGCCCCATCGGAAAGGTGAGCG              | ChIP-qPCR |
| Myocd Exon14 R  | GGGAGGTGACAACTGTGCATGCATCGG            | ChIP-qPCR |
| Dus11 Exon1 F   | CCCAGAGGTGTTTGTCCAGGCGGCT              | ChIP-qPCR |
| Dus11 Exon1 R   | GGACCTCTCTTGGCTATCATCTGTGGGCA          | ChIP-qPCR |
| Dus11 Exon10 F  | CAGGCGCTAAAGCTTCGGTGTGAGGC             | ChIP-qPCR |
| Dus11 Exon10 R  | GTTGTCAGCTGGCCTCACTCCTTCTTGC           | ChIP-qPCR |
| Snx19 TSS F     | CTCCGATCCACCAGGCCGCTCTCC               | ChIP-qPCR |
| Snx19 TSS R     | GGAACGAACTCTTGGGGGGGTGGG               | ChIP-qPCR |
| Snx19 Exon10 F  | GGGAGTGAACAAGTGTCGGCTGAGCTGG           | ChIP-qPCR |
| Snx19 Exon10 R  | GCTCTGTCCCTACCAACCTTGCCACCC            | ChIP-qPCR |
| Lsm6 TSS F      | CGTTCTGACTGTTTTTGATCCCCGCGG            | ChIP-qPCR |

|              |                                      |            |
|--------------|--------------------------------------|------------|
| Lsm6 TSS R   | GATCCAGAACGCTCACAGGCCGGG             | ChIP-qPCR  |
| Lsm6 Exon5 F | CTGCAGTTTTTCCCTCACGACCTTCAAGC        | ChIP-qPCR  |
| Lsm6 Exon5 R | GGGAAACACTCATAACTGCTTGGCCAAC<br>TACA | ChIP-qPCR  |
| Cpt1b flox F | GTGATGGCAATTATAGGCTAGTG              | Genotyping |
| Cpt1b flox R | CTCCAGCCCCCAATCTCTAT                 | Genotyping |
| Cre F        | GACCAGGTTCGTTCACTCATGG               | Genotyping |
| Cre R        | AGGCTAAGTGCCTTCTCTACAC               | Genotyping |

**Supplementary Table 2:** List of antibodies used in this study

| Antibody                           | Use          | Use Supplier            | Cat. No.        |
|------------------------------------|--------------|-------------------------|-----------------|
| $\alpha$ -Actinin (Sarcomere)      | IF (1:500)   | Sigma-Aldrich           | A7811           |
| Ki67                               | IF (1:500)   | Abcam                   | ab15580         |
| cTnT-FITC                          | IF (1:1000)  | Abcam                   | ab105439        |
| pH3                                | IF (1:500)   | Millipore               | 06-570          |
| Cyclin E1                          | WB (1:1000)  | Abcam                   | ab7959          |
| Aurora B                           | IF (1:200)   | Abcam                   | Ab2254          |
| CPT1B                              | WB (1:2000)  | Proteintech             | 22170-1-AP      |
| pan-actin                          | WB (1:5000)  | Cell Signaling          | 4968            |
| WGA, Alexa Fluor <sup>TM</sup> 488 | IF (1:500)   | ThermoFisher Scientific | W11261          |
| PCM1                               | FACS (1:500) | Sigma-Aldrich           | HPA023374-100UL |
| PDH1a                              | WB (1:2000)  | Proteintech             | 18068-1-AP      |
| PDK4                               | WB (1:1000)  | Proteintech             | 12949-1-AP      |
| ACSS1                              | WB (1:1000)  | Proteintech             | 17138-1-AP      |
| ACSS2                              | WB (1:1000)  | GeneTex                 | GTX30020        |
| Acly                               | WB (1:1000)  | Proteintech             | 18068-1-AP      |
| IDH1                               | WB (1:2000)  | Biorbyt                 | orb37973        |
| IDH2                               | WB (1:2000)  | ThermoFisher Scientific | MA5-17271       |
| IDH3a                              | WB (1:2000)  | Abcam                   | ab58641         |
| OGDH                               | WB (1:2000)  | Sigma-Aldrich           | HPA020347-100UL |
| DLST                               | WB (1:1000)  | Cell Signaling          | 5556            |
| CS                                 | WB (1:1000)  | Proteintech             | 16131-1-AP      |
| MDH2                               | WB (1:1000)  | Proteintech             | 15462-1-AP      |
| SDHC                               | WB (1:1000)  | Proteintech             | 14575-1-AP      |
| FH                                 | WB (1:1000)  | Proteintech             | 11375-1-AP      |
| SDHB                               | WB (1:1000)  | Proteintech             | 10620-1-AP      |
| SDHA                               | WB (1:1000)  | Cell Signaling          | 5839            |
| ACO2                               | WB (1:1000)  | Cell Signaling          | 6922            |
| DLD                                | WB (1:1000)  | ThermoFisher Scientific | PA5-27367       |
| Phospho-Histone H2A.X (Ser139)     | IF (1:500)   | Cell Signaling          | 2577            |
| Dihydrorhodamine 123               | IF (1:200)   | Invitrogen              | 11510346        |

|                                               |                      |                            |              |
|-----------------------------------------------|----------------------|----------------------------|--------------|
| Detyrosinated alpha Tubulin                   | IF (1:500)           | Abcam                      | ab48389      |
| H3K4me1                                       | WB (1:1000)          | Abcam                      | ab8895       |
| H3K4me2                                       | WB (1:1000)          | Active Motif               | 39141        |
| H3K4me3                                       | WB (1:1000)          | Millipore                  | 07-473       |
| H3K9me1                                       | WB (1:1000)          | Abcam                      | ab8896       |
| H3K9me2                                       | WB (1:1000)          | Abcam                      | ab1220       |
| H3K9me3                                       | WB (1:1000)          | Abcam                      | ab8898       |
| H3K27me3                                      | WB (1:1000)          | Millipore                  | 07-449       |
| H3K36me3                                      | WB (1:1000)          | Abcam                      | ab9050       |
| H3K79me2                                      | WB (1:1000)          | Millipore                  | 04-835       |
| H3K79me3                                      | WB (1:1000)          | Abcam                      | ab2621       |
| H4K20me1                                      | WB (1:1000)          | Abcam                      | ab9051       |
| H4K20me2                                      | WB (1:1000)          | Abcam                      | ab9052       |
| H4K20me3                                      | WB (1:1000)          | Abcam                      | ab9053       |
| H3                                            | WB (1:5000)          | Abcam                      | ab1791       |
| H3K4me3                                       | ChIP-seq<br>(1:100)  | Diagenode                  | C15410003-50 |
| KDM5B                                         | ChIP (1:50)          | Cell Signaling             | 15327S       |
| Goat anti-Mouse IgG (H+L)<br>Alexa Fluor 488  | IF, FACS<br>(1:1000) | ThermoFisher<br>Scientific | A28175       |
| Goat anti-Rabbit IgG (H+L)<br>Alexa Fluor 594 | IF, FACS<br>(1:1000) | ThermoFisher<br>Scientific | A-11037      |

## SUPPLEMENTARY FIGURES

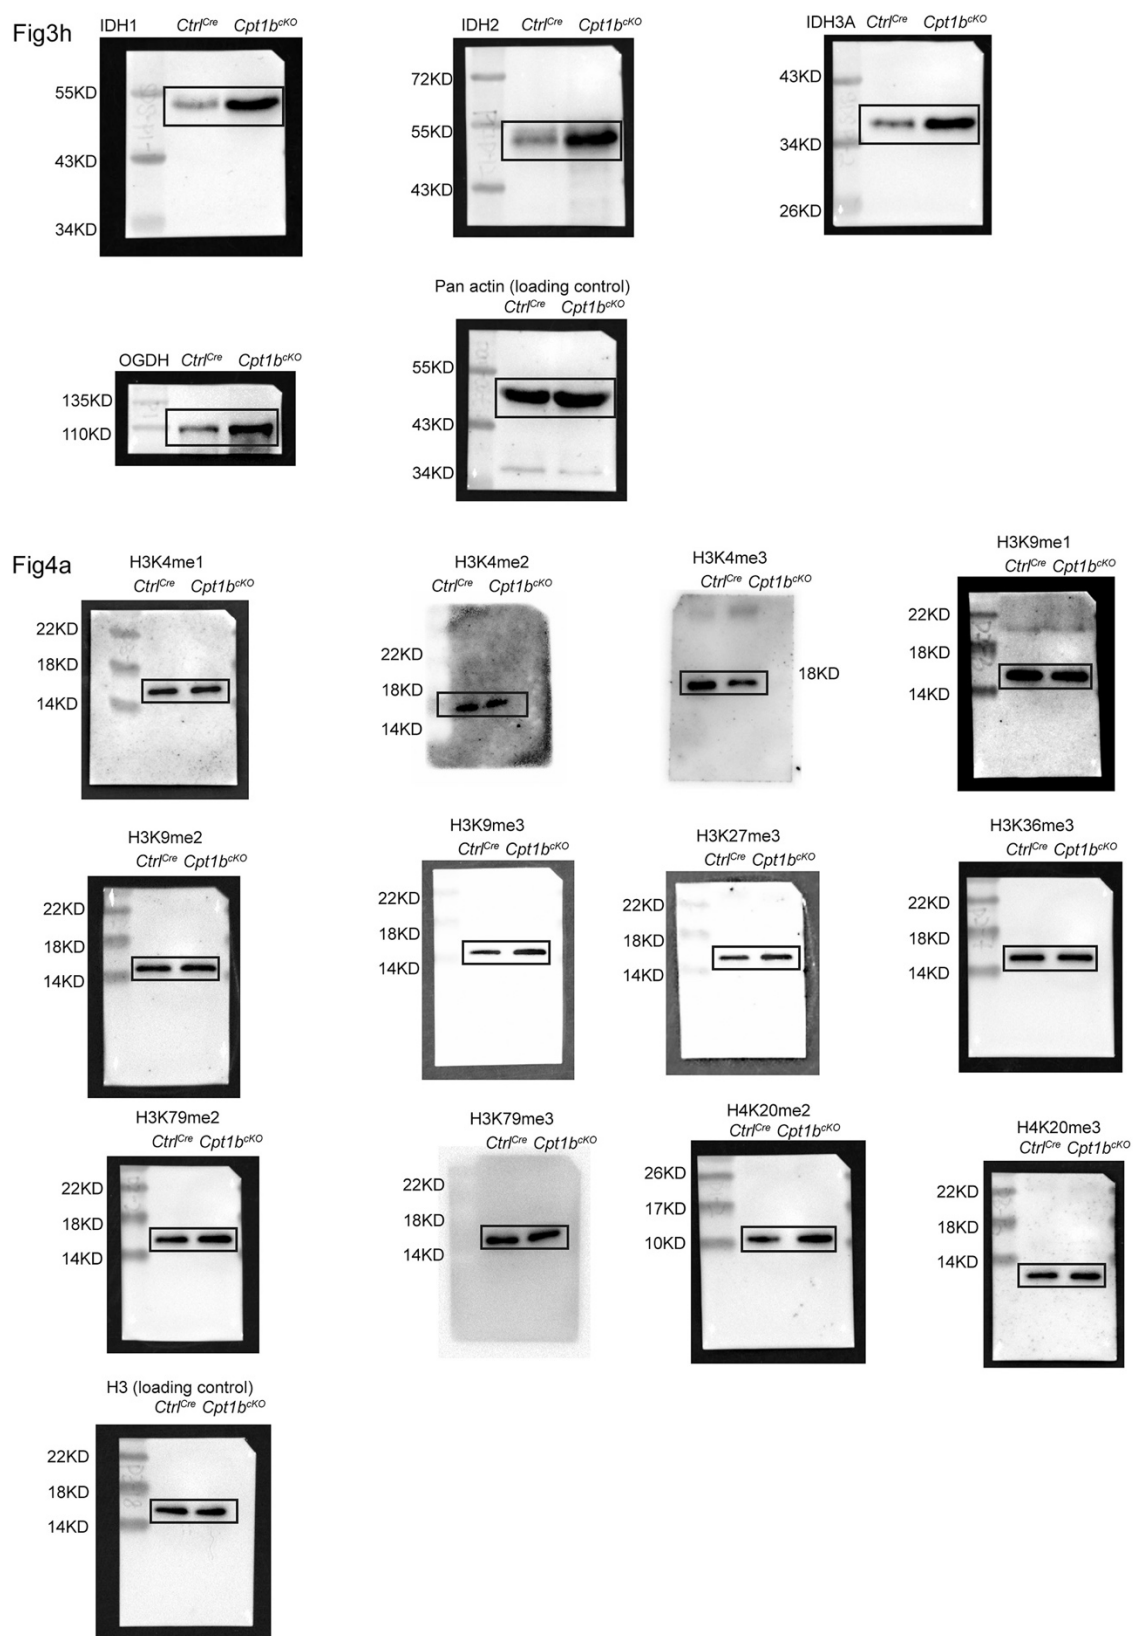

**Supplementary Figure 1:** Images of unprocessed blots used for Fig. 3h and Fig. 4e.

Fig5d

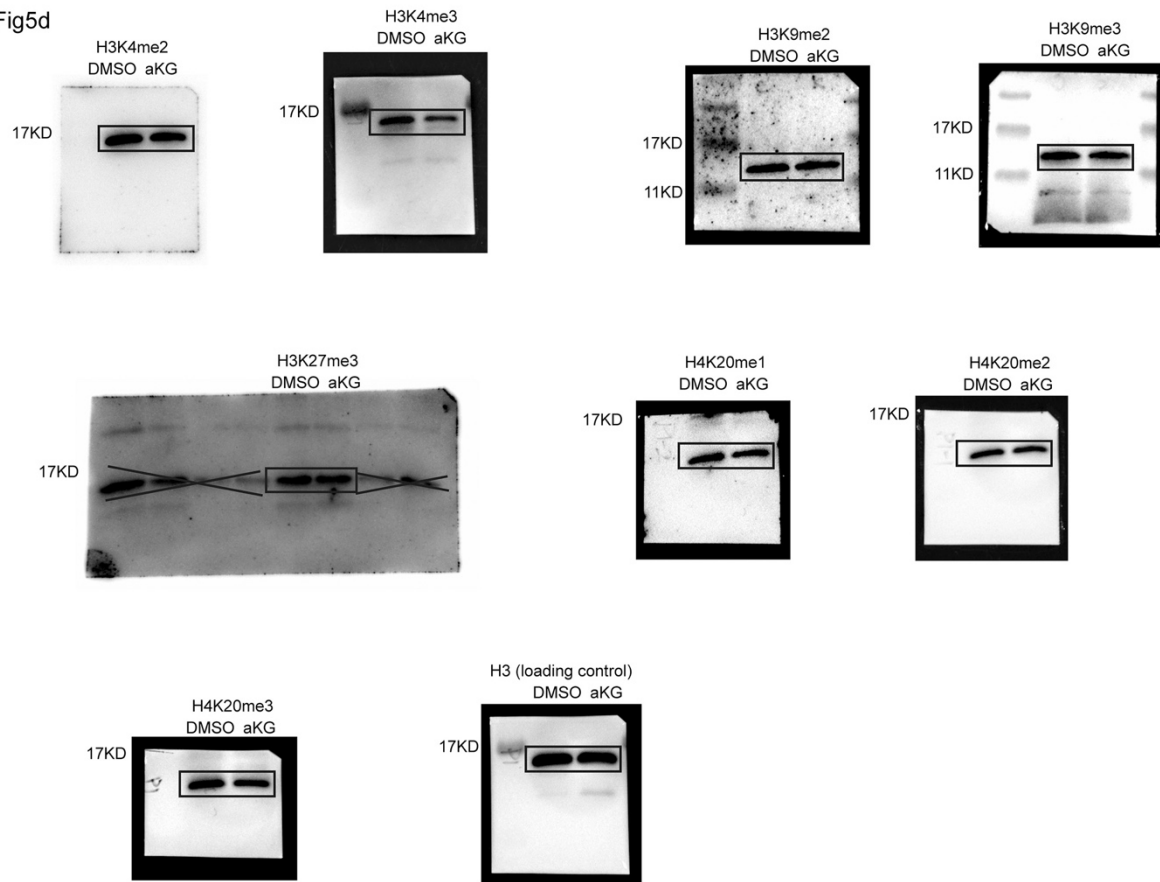

Fig5e

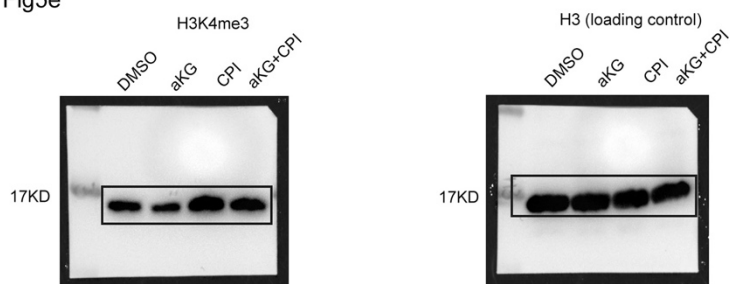

**Supplementary Figure 2:** Images of unprocessed blots used for Fig. 5d and Fig. 5e.

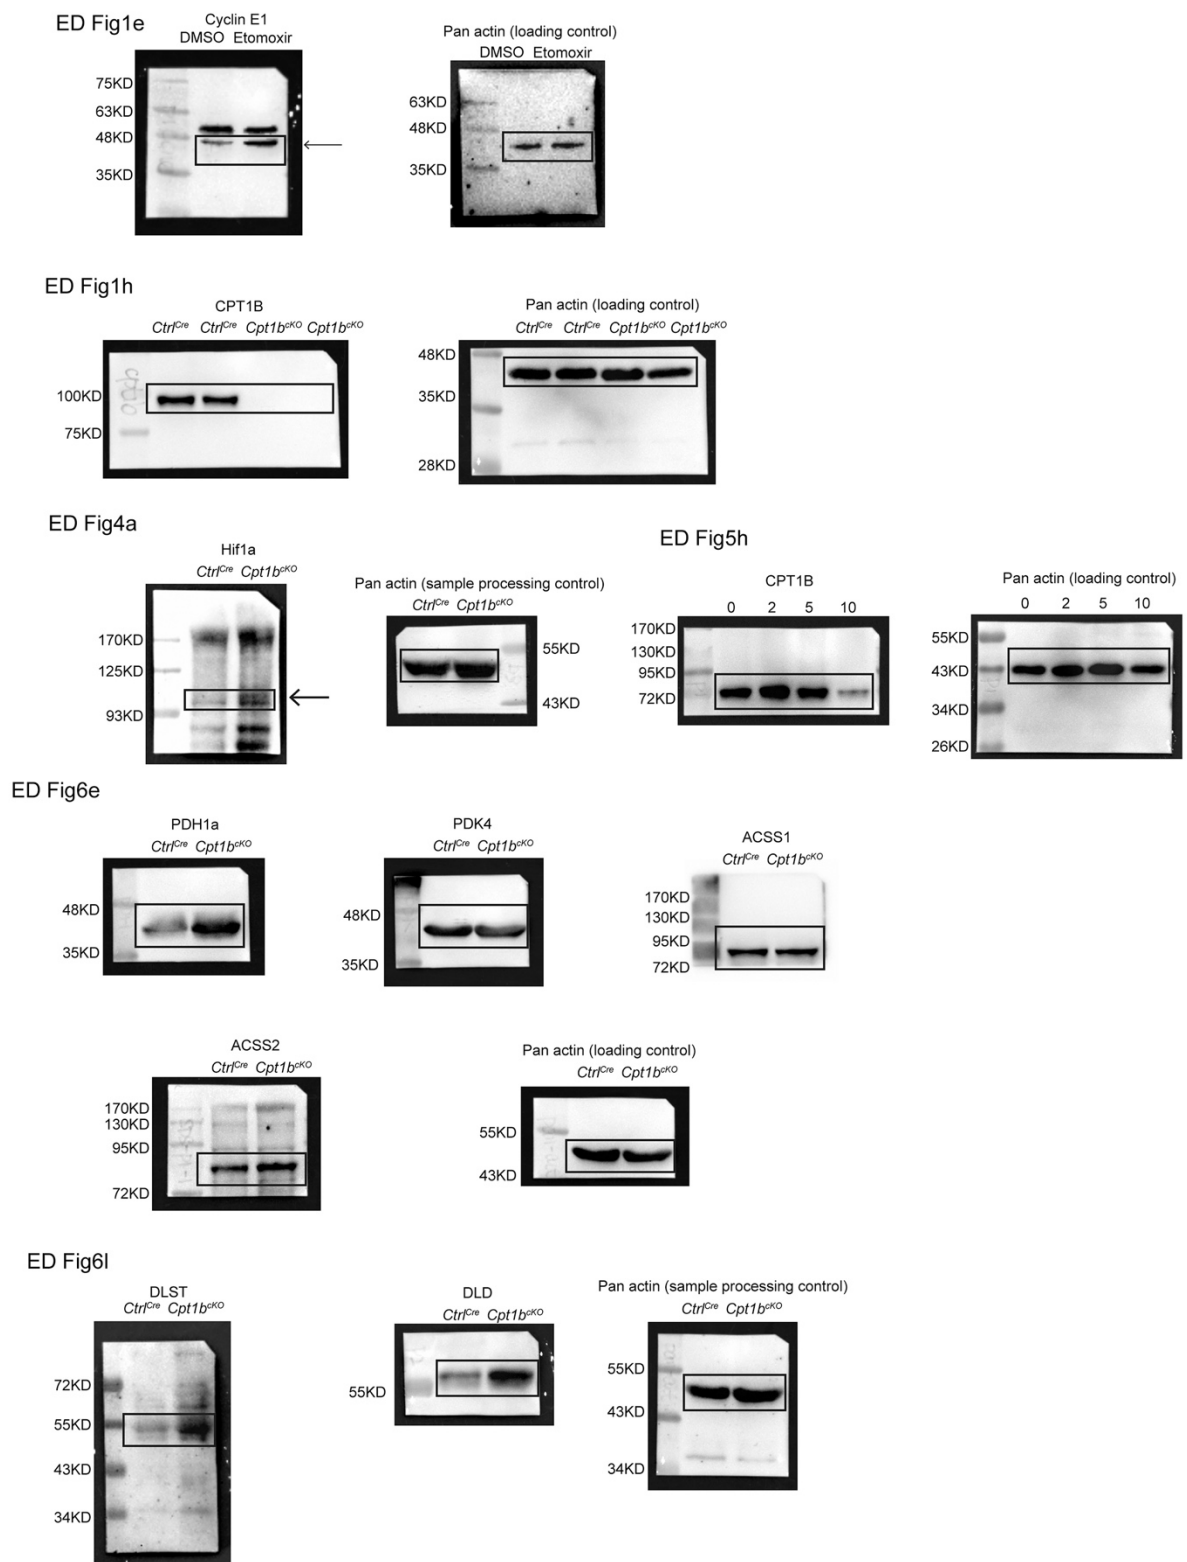

**Supplementary Figure 3:** Images of unprocessed blots used for Extended Figs. 1e, 4a, 5h, 6e and 6l.

ED Fig6m

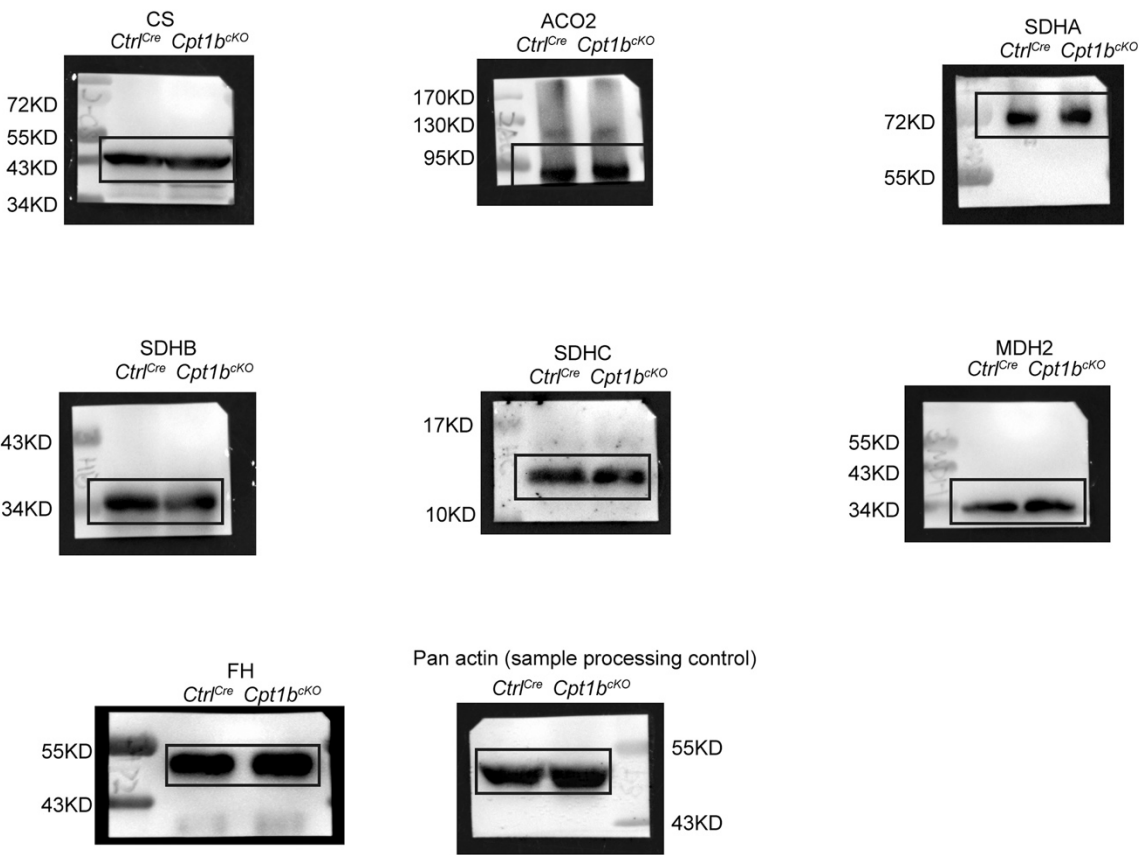

ED Fig7g

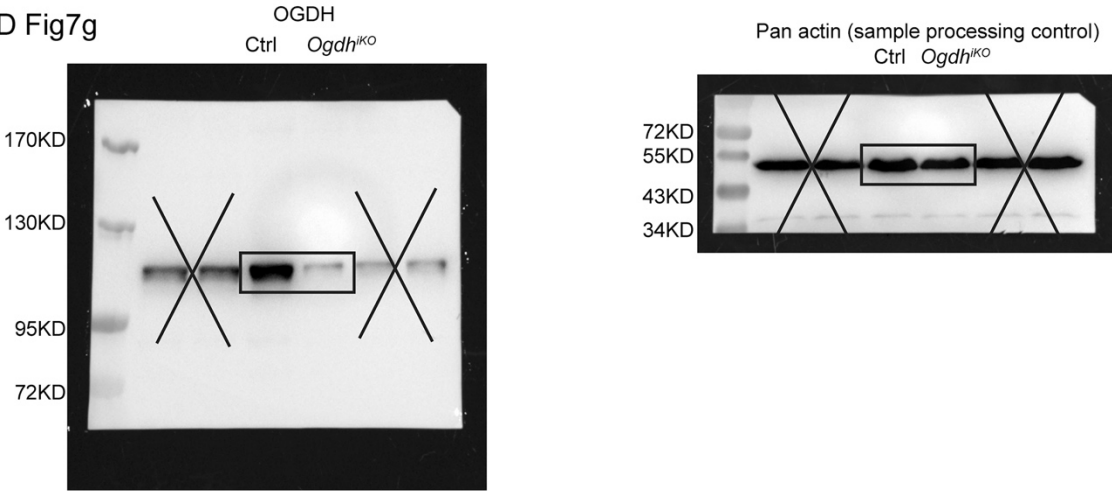

ED Fig8b

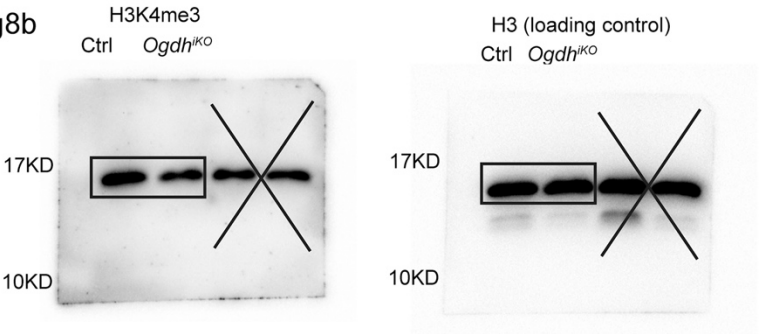

Supplementary Figure 4: Images of unprocessed blots used for Extended Figs.6m, 7g, and 8b.

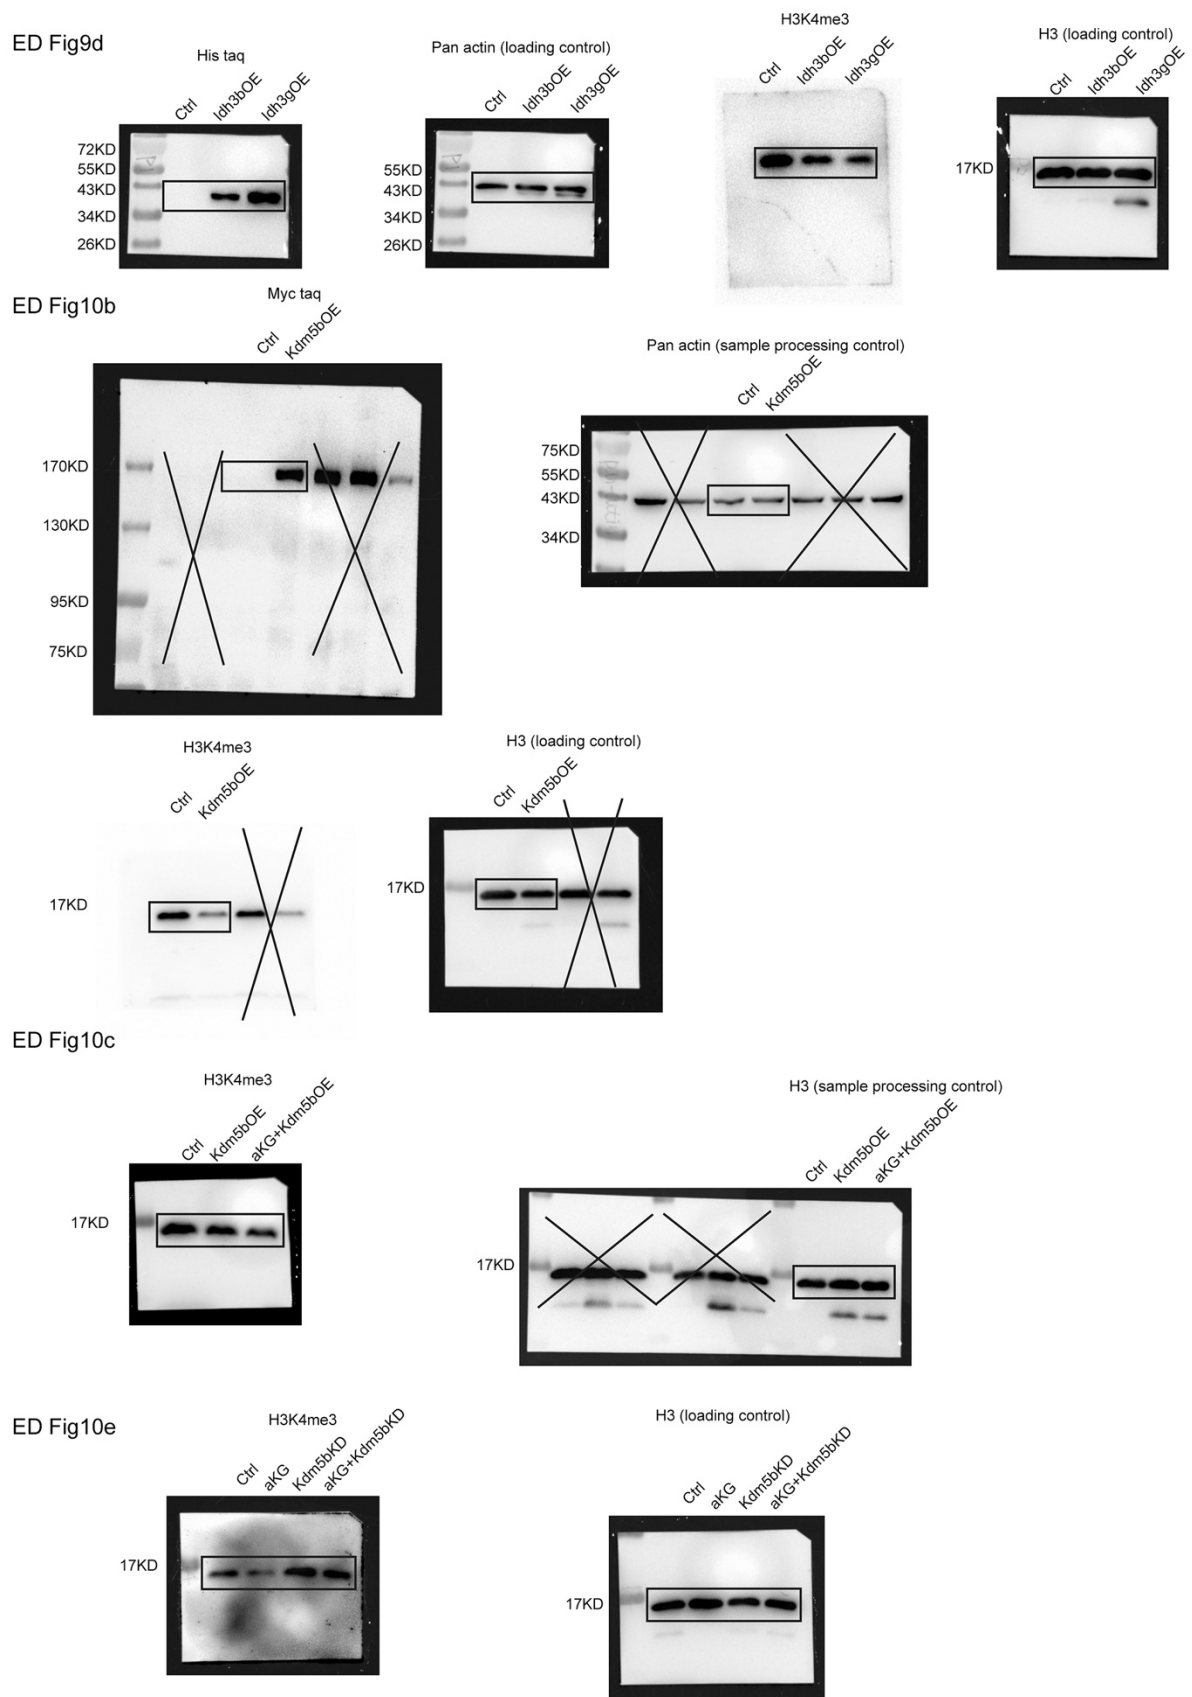

**Supplementary Figure 5:** Images of unprocessed blots used for Extended Figs. 9d, 10b, 10c, and 10e.

Fig. 2a Ligation → apex

*Ctrl<sup>Cre</sup>* (aMHCCre<sup>pos/+</sup>, Cpt1b<sup>+/+</sup>)

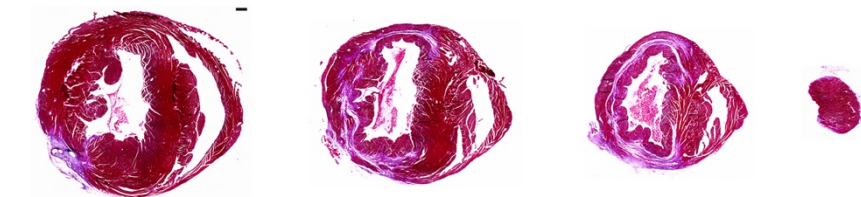

*Cpt1b<sup>ΔKO</sup>* (aMHCCre<sup>pos/+</sup>, Cpt1b<sup>fl/fl</sup>)

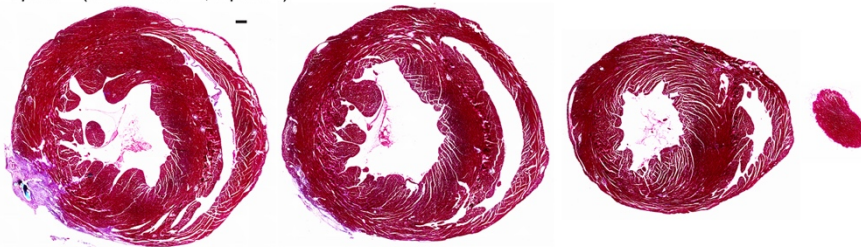

Fig. 2c Ligation → apex

*Ctrl* (aMHC-MCM<sup>pos/+</sup>, Cpt1b<sup>+/+</sup>)

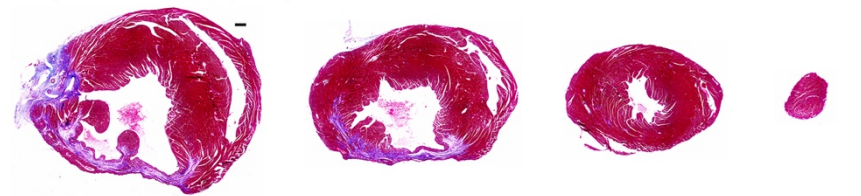

*Cpt1b<sup>ΔKO</sup>* (aMHC-MCM<sup>pos/+</sup>, Cpt1b<sup>fl/fl</sup>)

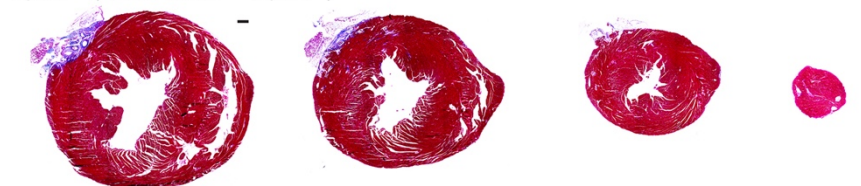

Fig. 2g Ligation → apex

*Ctrl* (aMHC-MCM<sup>pos/+</sup>, Cpt1b<sup>+/+</sup>)

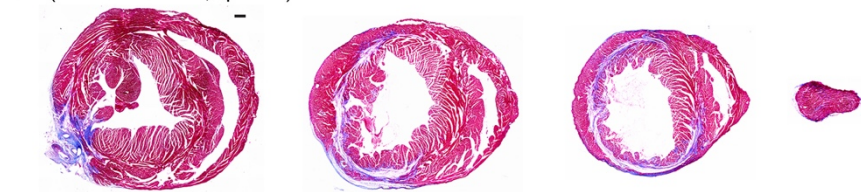

*Cpt1b<sup>ΔKO</sup>* (aMHC-MCM<sup>pos/+</sup>, Cpt1b<sup>fl/fl</sup>)

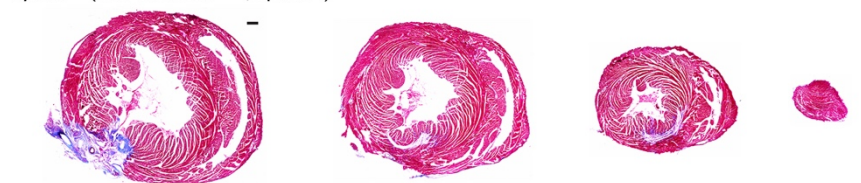

**Supplementary Figure 6** (Page 16): Unprocessed images of trichrome-stained tissue sections from control and *Cpt1b*-deficient hearts, 3 weeks after myocardial infarction, used for Figs. 2a, 2c, and 2g.

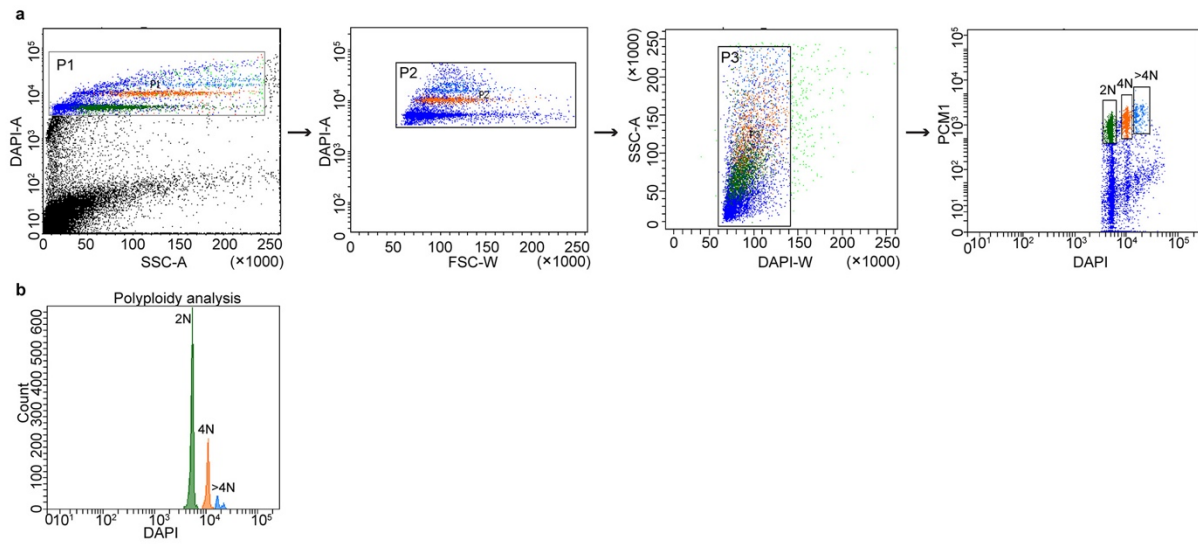

**Supplementary Figure 7:** Depiction of the FACS-gating strategy used for isolation of PCM1-positive cardiomyocyte nuclei.

How the deposited data were processed for this re-analysis (not part of the article)

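RNA-seq of cardiomyocytes was examined in 3 *Ctrl* Cre and 3 *Cpt1b* cKO mice. The authors counted reads on genes, excluded reads on several genes or regions, and divided the counts of each sample by a size factor. The deposited signal values are these normalized counts, which the authors rounded to whole numbers, so raw counts cannot be recovered from them. The log2 fold changes in the deposited table were made by the authors with DESeq2, and so were the p-values, which the authors rounded to 2 decimals. The group means and the other columns that the authors computed were used only to compare with them, never as samples.

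The design written in advance assumed raw counts and the quasi-likelihood test of edgeR, which was not used because the deposited values are not counts. It was replaced by limma (version 3.58.1 in R 4.3.3) after the unit was known and before any test result was seen. Values were transformed to log2(value + 1). Genes needed a value of at least 10 in at least 3 samples. The moderated test was fitted with lmFit and eBayes with a trend of the prior variance over expression, and *P* values were adjusted with the Benjamini–Hochberg method over all genes tested. Gene lists were tested with camera from limma (inter-gene correlation 0.01, adjusted over 6 lists, or over 5 for marker lists of other cells) and summarized by the median log2 fold change, with fry from limma, without and with the replicate block, as alternative. The means of lists in each sample are log2 differences from the mean of the *Ctrl* Cre samples. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

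Named genes are those that the paper names for these samples or measured by qPCR, western blot or ChIP–qPCR, plus the 5 largest changes in each direction among genes with a mean of at least 50, an adjusted *P* value below 0.05 and no overlap between the groups, with *Cpt1b* and 6 sex-linked genes left out of the ranking. Genes outside this rule are marked in the text as chosen after their values were seen.

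The pairing of samples comes from the replicate numbers in their titles. Deviations from the group means were correlated between same-numbered samples (mean Pearson's *r* 0.233, and 0.203 on autosomes only) and between samples with different numbers (−0.113), across genes, which are not independent replicates. The deviations cancel out within a group, so the value for different numbers largely follows from that for same-numbered samples. Same-numbered samples share sex, so the block also takes up sex, and the female pair contributes most to the mean correlation. Sex is not in the labels and was taken from *Xist* and Y-linked genes.

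Reads counted on genes were estimated from the spacing of low values in 4 samples, as 16400000 and 14900000 in *Ctrl* Cre samples 2 and 3 and 19600000 and 24500000 in *Cpt1b* cKO samples 1 and 3. The paper's reported average is 22M reads per library. In the other 2 samples the spacing could not be resolved. In those 4 samples a single read corresponds to a value of 0.68 to 1.29, so a value of 10 rests on roughly that number of reads and small differences at this level are imprecise.

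The steps were tested on simulated data with 200 changed genes, of which 198 passed the filter. An adjusted *P* value below 0.05 was reached by 175 of these (88.4%), all in the right direction, and by 7 of 11141 unchanged genes. An unadjusted one below 0.05 was reached by 5.12% of the unchanged genes. A list shifted by a log2 fold change of −0.5 was estimated at −0.47. The simulated genes varied independently of each other, with the typical spread for their expression level and no effect of sex or pair. The simulation therefore checks that the steps work, and does not give the error rates of the tests in the real samples.

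Alternatives were other size factors, filters, pseudocounts (0.5 and 5), thresholds, a block for the replicate number, sex as covariate, correction for GC content with a loess curve (span 0.3), 1 prior variance for all genes, fry, and leaving out each mouse in turn. For the GC correction, 16427 genes (99.9%) were matched by identifier to the GENCODE vM21 reference. Among 64 named genes, 46 had the same start and end there, so coordinates in the text are those of the deposited table. Neither the annotation release nor the use of strand in counting was found in the paper's methods or the sample descriptions. Samples of *Cpt1b* iKO mice, ChIP–seq and GO terms were not used here.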

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

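Both marker lists in this part were written in advance as checks for RNA of other cells, and were chosen as results, together with their tests, only after their values had been seen.

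Fibroblast marker genes were higher in *Cpt1b* cKO preparations, which the paper does not report. Of 14 listed genes, 13 were tested, and 12 of them were higher, with a median log2 fold change of 1.11 (camera from limma, adjusted *P* = 1.42e-08 over 5 marker lists, range over the alternatives 2.65e-09 to 0.00530, and 1.09e-07 with the replicate block). In 9 genes the groups did not overlap, where chance gives 10% of genes. The mean of the list was 0.91, 0.83 and 0.74 in *Cpt1b* cKO samples 1, 2 and 3 and −0.22 to 0.13 in the *Ctrl* Cre samples, so it was higher in 3 of 3 *Cpt1b* cKO samples. After GC correction the median was 1.07, with scaling to the total without mitochondrial-encoded and rRNA genes 1.22, and without *Ctrl* Cre replicate 1, the lowest of the fits that left out a mouse, 0.82. The last value speaks against a single mouse as the source. The median of 1.07 after GC correction argues against GC content as the main source of the difference in these genes. The scaling moved all genes alike, so it does not tell whether mitochondrial rRNA contributes. Of the 10 ways to split the 6 samples into groups of 3, only 1, the true one, gave a camera *P* value as small, and of the 4 splits that part every same-numbered pair also 1, so neither can tell the difference from a chance arrangement at this sample size. The 12 higher genes cannot tell more fibroblasts in the preparation apart from a higher level of these transcripts in the same cells. A larger carry-over of fibroblasts into *Cpt1b* cKO preparations, or more fibroblasts in these hearts, may explain the list, and counting fibroblasts in the isolated cells would separate these possibilities from a change within cells.

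Endothelial marker genes were higher in 14 of 14 tested genes, with a median log2 fold change of 0.38 (camera from limma, adjusted *P* = 0.00122, range over the alternatives 7.43e-06 to 0.547, and 0.000588 with the replicate block), and 2 genes had an unadjusted *P* value below 0.05. All 3 *Cpt1b* cKO samples, with list means of 0.35 to 0.43, were close to *Ctrl* Cre samples 2 and 3 (0.30 and 0.35), while *Ctrl* Cre sample 1 was at −0.65. Without *Ctrl* Cre replicate 1 the median was 0.040, so this mouse may carry the difference. GC correction (0.40) and scaling without mitochondrial-encoded and rRNA genes (0.49) left the direction as it was, but cannot tell whether either contributes. A camera *P* value as small was given by 8 of the 10 splits and by 4 of the 4 that part every same-numbered pair. The difference in endothelial markers therefore cannot be told apart from the low level of a single control sample.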

How the results depend on the processing

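Most alternatives were written before the data were examined. Pseudocounts of 0.5 and 5 and 1 prior variance for all genes were added when the unit was known, and the fibroblast, endothelial and TCA cycle lists and *Ccnd1*, *Mcm2*, *Acta2* and *Prdm9* as results only after their values had been seen.

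DESeq2 and limma-voom were written as alternatives and not run, because both need counts, and TMM factors from edgeR were not run either. Median-ratio and upper-quartile factors were recomputed on the deposited values, and the alternative without mitochondrial-encoded and rRNA genes became a scaling to the total of the other genes.

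Of the genes with an adjusted *P* value below 0.05 (178), all 178 kept it with the replicate block, which gave 603 (249 higher and 354 lower), with the block and GC correction (583, 240 higher and 343 lower) and with sex as covariate (574, 243 higher and 331 lower). With 1 prior variance, 41 genes were left (23 higher and 18 lower), 33 of them shared. An adjusted *P* value below 0.1 was reached by 324 (134 higher and 190 lower). At an unadjusted *P* value below 0.05 the count was 1578, against 2362 (1073 higher and 1289 lower) with the block, 2334 with the block and GC correction and 2367 with sex, and 500 (287 higher and 213 lower) when an absolute log2 fold change of at least 1 was added. Scaling without mitochondrial-encoded and rRNA genes gave 1712, of which 71.0% were higher, against 48.0%, with a shift of 0.11 in the median log2 fold change of all genes. It shared 1246 genes with the 1578. Leaving out a mouse gave 1047 to 2375 unadjusted and 42 to 328 adjusted calls.

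Among the H3K4me3 enzymes, 1 had an unadjusted *P* value below 0.05. The count was 0 with a value of at least 10 in every sample, which removes *Prdm9*, 4 with scaling without mitochondrial-encoded and rRNA genes, 4 with the block, 3 with the block and GC correction, 5 with sex as covariate, and 1 to 3 with a mouse left out.

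Fry leaves the medians as they are. The endothelial and TCA cycle lists lost the call in fry without the block (adjusted *P* = 0.547 and 0.275). Of the 6 lists tested together, 4 also no longer passed an adjusted *P* value of 0.05 in it. These were the fatty acid and lipid genes (median 0.16, higher in 43 of 57, adjusted *P* = 0.285, and 0.0501 with the block, range over the alternatives 8.26e-07 to 0.285), the cell cycle genes (0.37, higher in 18 of 22, 0.0953, and 0.148 with the block, range 0.000288 to 0.148), the sarcomere genes (−0.28, lower in 32 of 40, 0.0645, and 0.0811 with the block, range 2.82e-08 to 0.0811) and the dedifferentiation genes (0.66, higher in 7 of 9, 0.0645, and 0.0830 with the block, range 4.88e-05 to 0.0830). The calcium handling and conduction genes (−0.47, lower in 33 of 39) lost the call only in fry with the block, with an adjusted *P* value of 0.00675 in fry without and 0.0501 with the block (range 2.27e-12 to 0.0501). Fry with the block was added after these results had been seen. With a mouse left out, the median of the fatty acid and lipid genes ranged from 0.032 to 0.27.

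Across 40 named genes and up to 18 alternatives each (17 for the 4 genes that a value of at least 10 in every sample removes), 23 genes changed their call or direction in 76 cases, 37 weaker, 35 stronger and 4 reversed. The reversed ones had small effects and came from leaving out a mouse. They were *Slc2a1* (−0.0021 to 0.33, reversed without *Ctrl* Cre replicate 3), *Ldhb* (−0.26 to 0.016, without *Ctrl* Cre replicate 1), *Cacna1c* (−0.41 to 0.15, without *Cpt1b* cKO replicate 1) and *Idh1* (−0.37 to 0.050, without *Cpt1b* cKO replicate 2).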

Differences from the paper's values

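The comparisons with *Prdm9* and *Kdm5d* below were chosen after the results had been seen.

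For *Kdm5d*, the paper's source data of Extended Data Fig. 8c give a log2 difference of 2.31 between *Cpt1b* cKO and *Ctrl* Cre, and the value found here is −0.36. The paper's data leave the value of 1 *Cpt1b* cKO sample blank for this Y-linked gene, and that sample has 0 normalized counts here and is female by *Xist*. Of the alternatives set before the data were examined, leaving out *Ctrl* Cre replicate 2 (0.65), *Ctrl* Cre replicate 3 (0.66) or *Cpt1b* cKO replicate 1 (1.98) gave the paper's direction and a value within the paper's pooled SD of 2.91. The first 2 of these remain far from 2.31 and follow from dropping a male control, so only the last, which matches the blank, comes close. The other alternatives gave the opposite direction, except for the filter of at least 10 in every sample, which removes the gene. Averaging log2 of the values above 0, which keeps the female control and leaves out the female *Cpt1b* cKO mouse, gives means of 4.72 and 7.03 and the paper's difference of 2.31.

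The paper's reported count is 1,513 genes with *P* < 0.05, against 1578 here. Of the alternatives set before the data were examined, the replicate block (2362), the block with GC correction (2334), sex as covariate (2367), leaving out *Cpt1b* cKO replicate 1 (2375) and an added limit on the fold change (500) differed from it by more than 1.5 times. Genes with lower expression number about 760 in Fig. 4d, read by eye, against 821 here. Scaling without mitochondrial-encoded and rRNA genes (496) and an added limit on the fold change (213) were lower by more than 1.5 times. The replicate block (1289), the block with GC correction (1279), sex as covariate (1280) and leaving out *Cpt1b* cKO replicate 1 (1249) were higher by more than 1.5 times.

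The paper describes the enzymes of H3K4me3 as without change in expression. By unadjusted *P* value, *Prdm9* passed 0.05 here (0.0124 in limma, with a log2 fold change of 1.46), with an adjusted *P* value of 0.202. The authors' deposited table lists *Prdm9* with a log2 fold change of 1.42, an unadjusted *P* value that rounds to 0 at 2 decimals, and so lies below the paper's threshold of 0.05, and an adjusted *P* value of 0.10, and the paper's source data give *P* = 0.0894 for it. All 6 values of *Prdm9* in the paper's source data equal those of the deposited table. The values themselves therefore do not account for the different *P* values, and different tests may. Over the 18 enzymes, 104 of 107 values were found equal, but the *Cpt1b* cKO values of *Kdm5d* were not compared.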

Other observations

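For the 6 lists and the H3K4me3 enzymes, the splits, the GC correction and the marker lists were set in advance. The splits for the numbers of calls, the cell cycle test without a mouse, the TCA cycle list, the comparisons within pairs, the dilution test, the comparisons with qPCR and western blots and the cell cycle and sarcomere genes named below were chosen only after results had been seen.

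The 6 samples can be split into groups of 3 in 10 ways, so no split count can go below 1 in 10 and these counts cannot tell a difference from a chance arrangement by themselves. The true split gave the most genes at an unadjusted *P* value below 0.05 (1 of 10, and 1 of the 4 that part every same-numbered pair), and likewise at an adjusted one (1 of 10 and 1 of 4). The other 9 splits gave 97 to 1358 unadjusted and 0 adjusted calls, and the 3 of them that part all pairs 97 to 307 unadjusted calls. A camera *P* value as small as the true one was given by 4 of 10 splits (1 of 4) for the fatty acid and lipid genes, 2 of 10 (2 of 4) for the cell cycle genes, 2 of 10 (1 of 4) for the dedifferentiation genes, and 1 of 10 (1 of 4) each for the sarcomere, calcium handling and conduction, and cardiomyocyte differentiation genes. For the H3K4me3 enzymes, 5 of 10 splits (1 of 4) had as many genes at an unadjusted *P* value below 0.05.

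GC content may shift gene lists. After GC correction the medians were 0.14 (fatty acid and lipid), 0.38 (cell cycle), −0.29 (sarcomere), −0.46 (calcium handling and conduction), −0.20 (differentiation) and 0.68 (dedifferentiation). They hardly moved, and log2 fold changes had little relation to GC content across genes (Spearman's rho 0.0709). These values argue against GC content as the main source of the differences in these lists.

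RNA from other cells may contribute to the higher cell cycle genes and, by dilution, to the lower sarcomere genes. Of 6 tested leukocyte genes, 3 were higher and 3 lower (median 0.012). Within same-numbered pairs 1, 2 and 3 they differed by 0.038, 0.56 and −0.25, so these few genes cannot exclude RNA of leukocytes. The fibroblast list (median 1.11) was higher. The endothelial list (0.38) was higher too, but depends on a single control sample and adds little. The fibroblast and cell cycle lists were higher in each *Cpt1b* cKO than in each *Ctrl* Cre sample, but their order among the *Cpt1b* cKO samples differed. Within same-numbered pairs the fibroblast list differed by 1.13, 0.74 and 0.61 and the cell cycle list by 0.055, 0.83 and 0.16, so RNA of fibroblasts is not a likely source of the size of the cell cycle peak in *Cpt1b* cKO sample 2, but a contribution cannot be told apart from a change within cardiomyocytes. For the sarcomere genes, dilution of cardiomyocyte RNA cannot be told apart from regulation either. The fatty acid and lipid genes (median 0.16) were not lowered, but the knockout may raise them by itself, and *Tcap* (−1.82) and *Mybpc3* (0.33) differ on the log2 scale, which an even dilution alone would not give. The calcium handling and conduction (33 of 39 lower), differentiation (27 of 38) and TCA cycle (17 of 19) lists were lower, as dilution would need. *Cpt1b* cKO sample 2 may carry a large part of the cell cycle difference, since the median was 0.20 without it, against 0.37 with all mice, and *Mki67* (28, 127 and 49 normalized counts in *Cpt1b* cKO samples 1, 2 and 3) and *Top2a* (16, 76 and 13) were highest in that mouse.

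For the dedifferentiation genes, atrial cells in the preparation and stress of the cell isolation were tested as explanations. Only 4 atrial markers were tested, 2 higher and 2 lower (median −0.034), so they cannot tell whether atrial cells contribute. Of 20 dissociation genes, 12 were lower and 8 higher (median −0.089). An unadjusted *P* value below 0.05 in limma was reached by 7 lower and 0 higher dissociation genes. The list as a whole thus did not show the rise that stress of the cell isolation would need. The split counts leave open whether the difference could arise by chance.

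Mitochondrial rRNA took up a larger share of the counts in *Cpt1b* cKO samples 2 and 3, which may distort comparisons. Scaling without it gave a similar number of genes at an unadjusted *P* value below 0.05 (1712 against 1578), but only 1246 of them were shared. The directions moved from 757 higher and 821 lower to 1216 and 496. Recomputed median-ratio factors (707 higher and 846 lower) and upper-quartile factors (764 and 818) gave a balance near the first. The balance of directions therefore depends on the scaling chosen. Scaling to this total moved all genes alike. The total was lower in every *Cpt1b* cKO sample (3146414 to 3315777) than in every *Ctrl* Cre sample (3438589 to 3551692), which raises all genes in *Cpt1b* cKO. The shift thus follows from these totals, and the counts of genes cannot tell whether mitochondrial rRNA distorts the comparison. Sex as covariate gave 2367 genes. Both groups hold 1 female and 2 male mice, so the design already balances sex between them, and the covariate adds no test of it.

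TCA cycle genes were lower in 17 of 19, with a median log2 fold change of −0.16 (adjusted *P* = 0.00427 for a single list in limma's camera, range over the alternatives 2.05e-05 to 0.275, and 0.000148 with the replicate block), and 1 gene had an unadjusted *P* value below 0.05. The median was −0.20 after GC correction and −0.047 with scaling without mitochondrial-encoded and rRNA genes. It was −0.11 without *Ctrl* Cre replicate 1 and −0.14 without *Cpt1b* cKO replicate 3. Both fits lost the call (adjusted *P* = 0.0850 and 0.0741 in limma's camera), as did fry (0.275), and the other fits that left out a mouse kept it. Either mouse may carry part of the difference in fits without the block. Within same-numbered pairs the list was lower in 3 of 3. A camera *P* value as small was given by 3 of 10 splits and 1 of 4 that part all pairs. Since 1 of 4 is the lowest count possible, and the count of 10 includes splits that ignore the pairs, the split counts cannot tell whether the difference arose by chance.

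In the paper's qPCR of 12 genes in Extended Data Fig. 3f, 11 changed in the same direction as in the RNA-seq. The paper's *P* value was below 0.05 for 10 and the unadjusted *P* value of limma for 7, all of them among the 10. With the replicate block these 7 kept it, and *Ryr2*, also among the 10, reached it too (unadjusted *P* = 0.0205 in limma). The exception in direction was *Slc2a1*, with a log2 fold change of 0.17 here. Of 10 genes whose proteins were measured by western blot, 2 had an unadjusted and 0 an adjusted *P* value below 0.05. With the replicate block, 4 had an unadjusted and 1, *Pdk4*, an adjusted one. *Pdk4* had a log2 fold change of 1.64, and the others lay between −0.35 and 0.11. Without the block, the genes with an unadjusted *P* value below 0.05 in limma were *Pdk4* and *Acss1* (−0.35). The paper reports no increase of PDK4 and no change of ACSS1 and ACSS2 protein. It reports more PDH1A, IDH1, IDH2, IDH3A and OGDH complex protein. RNA was lower for *Pdha1* (−0.27), *Idh1* (−0.16), *Idh2* (−0.16), *Idh3a* (−0.27) and *Dld* (−0.15). It was higher for *Ogdh* (0.11) and *Dlst* (0.082). The protein increases may thus in part arise after transcription.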
